# HalALMT1 mediates malate efflux in the cortex of mature cluster rootlets of *Hakea laurina*, occurring naturally in severely phosphorus‐impoverished soil

**DOI:** 10.1111/nph.70010

**Published:** 2025-02-24

**Authors:** Hirotsuna Yamada, Lydia Ratna Bunthara, Akira Tanaka, Takuro Kohama, Hayato Maruyama, Wakana Tanaka, Sho Nishida, Tantriani, Akira Oikawa, Keitaro Tawaraya, Toshihiro Watanabe, Shu Tong Liu, Patrick M. Finnegan, Hans Lambers, Takayuki Sasaki, Jun Wasaki

**Keywords:** aluminum‐activated malate transporter, cluster root, cortex, *Hakea laurina*, phosphorus, Proteaceae

## Abstract

- *Hakea laurina*, a woody Proteaceae, naturally occurs in severely phosphorus (P)‐impoverished habitats in southwest Australia. It develops distinctive cluster roots that exhibit a high capacity for carboxylate exudation and acid phosphatase activity, contributing to its P acquisition. However, the molecular mechanisms underlying these physiological functions remain poorly understood.
- We explored the cluster‐root transcriptome using *de novo* RNA‐Seq and identified *Hakea laurina Aluminum‐activated Malate Transporter 1* (*HalALMT1*), encoding an aluminum (Al)‐activated malate transporter induced in mature cluster roots. We characterized HalALMT1 through electrophysiological assays and overexpression in *Arabidopsis thaliana*, and localized *HalALMT1* expression, acid phosphatase activity, and suberized boundaries in cluster roots.
- Differentially expressed genes highlighted multiple increased carboxylate‐related processes at cluster‐root maturity. HalALMT1 released malate, an activity further enhanced by exposure to Al^3+^. Notably, *HalALMT1* was specifically expressed in mature cortex cells of cluster rootlets, which lack a suberized exodermis. Acid phosphatase activity was pronounced throughout the cluster rootlets, unlike in noncluster roots where it was limited to the epidermis and stele.
- Substantial malate release and acid phosphatase activity in the cortex cells in cluster rootlets, which lack a suberized exodermis, allowed massive exudation. This study sheds light on an exquisite P‐acquisition strategy of Proteaceae, enabling survival under extremely low P availability.

## Introduction

Plants in extremely phosphorus (P)‐impoverished habitats, such as southwest Australia, possess highly efficient P‐acquisition strategies. For example, most Proteaceae, one of the dominant plant families in southwest Australia, form cluster roots under low‐P conditions, characterized by a large number of determinate rootlets developing from a short region of the root axis (Shane & Lambers, 2005). Cluster roots are short‐lived, typically lasting *c*. 3 wk, and develop periodically along the root axis (Shane & Lambers, 2005). Cluster roots from most plants that express them release massive amounts of carboxylates and acid phosphatase at maturity. Acid phosphatase hydrolyzes organic P (Shane & Lambers, 2005), which is important since plants only take up inorganic phosphate at physiological pH, primarily as H_2_PO_4_^−^ (Lambers, 2022). The carboxylates released are mainly citrate and malate, which bind to P‐sorption sites on soil particles, displacing P (Roelofs *et al*., 2001). Shane *et al*. (2004a) reported that *Hakea prostrata* (Proteaceae) exhibits a burst of carboxylate exudation from mature cluster roots when the rootlets reach their final length at *c*. 12 d after emergence. Citrate and malate exudation are particularly dominant. The release of protons (H^+^) provides the driving force for carboxylate release and act as counterions to balance the negative charge of the released carboxylates, thereby acidifying the rhizosphere (Shane & Lambers, 2005; Lambers *et al*., 2018).

Aluminum (Al) released from soil minerals into the soil solution under acidic conditions is mainly in the form Al(H_2_O)_6_^3+^ (referred to hereafter as Al^3+^), although there are also mononuclear hydrolysis products such as Al(OH)^2+^, Al(OH)_2_^+^, Al(OH)_3_, and Al(OH)_4_^−^ in the soil, depending on soil pH (Rengel, 2023). Trivalent Al^3+^ is toxic, making it a significant factor limiting plant productivity in acid soils (Kochian *et al*., 2004). While P sorption due to Al minerals is predominant at pH 5–6, the solubility of Al increases as the pH decreases and P sorption shifts to Fe minerals (Lindsay, 1979). Aluminum toxicity is particularly pronounced below pH 5 (Weber & Peuker, 2020). Aluminum ions can be detoxified through chelation by carboxylates such as malate and citrate, which plants, particularly Proteaceae, exude from their roots (Álvarez‐Fernández *et al*., 2014). Thus, carboxylate exudation contributes to both P mobilization and Al detoxification (Delhaize *et al*., 1993; Lambers *et al*., 2018), which emphasizes the importance of carboxylate exudation as an adaptive mechanism to cope with both low P availability and Al toxicity.

An aluminum‐activated malate transporter (ALMT) is responsible for malate exudation from roots. Since the first isolation of *ALMT1* in *Triticum aestivum* (Sasaki *et al*., 2004), it was established that it belongs to a highly conserved gene family in plants, promoting Al detoxification in *Arabidopsis thaliana* (Hoekenga *et al*., 2006; Kobayashi *et al*., 2007), *Brassica napus* (Ligaba *et al*., 2006), and *Holcus lanatus* (Chen *et al*., 2013). The availability of carboxylate transporters comprises the rate‐limiting step for Al‐activated carboxylate exudation from roots, rather than carboxylate concentrations in the cytosol (Liu *et al*., 2009). *ALMT* genes have multiple functions. For example, *Glycine max GmALMT5* (Peng *et al*., 2018), *Arabidopsis thaliana AtALMT3* (Maruyama *et al*., 2019), and *Lupinus albus LaALMT1* (Zhou *et al*., 2020) are involved in P acquisition in roots, while *AtALMT4* (Eisenach *et al*., 2017), *AtALMT6* (Meyer *et al*., 2011; Ye *et al*., 2021), *AtALMT9* (De Angeli *et al*., 2013), and *AtALMT12* (Meyer *et al*., 2010; Sasaki *et al*., 2010) are involved in stomatal movement in *A. thaliana*.

The molecular aspects of cluster‐root functioning and carboxylate exudation have yet to be investigated in a P‐efficient Proteaceae. This may be due to the challenges of nucleic acid extraction from woody species. They also exhibit extremely efficient P remobilization during senescence and low levels of RNA (Denton *et al*., 2007; Bird *et al*., 2024a). By contrast, several RNA‐Seq analyses have been carried out in *Lupinus albus* (Fabaceae), a legume crop that also forms clusters roots (Secco *et al*., 2014; Wang *et al*., 2014; Le Thanh *et al*., 2021). While cluster roots of *L. albus* are much smaller with less densely packed rootlets than those of most Proteaceae, their functioning is similar. These studies have provided transcriptomic insights into the physiological activities of cluster roots related to P acquisition based on the accumulation of transcripts associated with phosphate transporters, carboxylate transporters, and acid phosphatases in cluster roots (Secco *et al*., 2014; Wang *et al*., 2014; Le Thanh *et al*., 2021). This study represents the first exploration of how cluster roots of Proteaceae respond to low‐P conditions at the transcript level.

*Hakea laurina* (Proteaceae) endemic to a restricted area of southwest Australia (Fernandes *et al*., 2022) and forms cluster roots in low‐P environments (Lamont, 2003). *H. laurina* is expected to have evolved an advanced strategy to tolerate low P availability, especially with respect to molecular biological characteristics, that is distinct from crops. In this study, using *H. laurina* as an example of a cluster‐rooted Proteaceae, we aimed to explore how it survives in an extremely P‐limited environment through understanding its root physiology, the gene expression patterns that underpin those physiological traits, and the function of ALMT in mature cluster roots. We focused on four topics: (1) fieldwork and hydroponic growth experiments to assess its response to P; (2) investigations on physiological functions for P acquisition in cluster roots; (3) transcriptome analysis focusing on P‐starvation‐responsive genes induced in mature cluster roots; and (4) isolation and functional analysis of an *ALMT* transcript induced in mature cluster roots under low P conditions.

## Materials and Methods

### Study site, sample collection, and analysis

Fieldwork for this study was conducted at four sites within Fitzgerald River National Park, which has a Mediterranean climate (Gentilli, 1972). The mean annual rainfall, mean monthly maximum temperature in January (summer), and minimum temperature in July (winter) at Jacup (33.89°S, 119.11°E), close to the target sites, are 452.4 mm, 27.9°C, and 15.8°C, respectively (Australian Bureau of Meteorology, http://www.bom.gov.au/climate/data/). The coordinates for Site1, Site2, Site3, and Site4 are 34°11′57.0″S 119°21′36.3″E, 34°12′47.4″S 119°26′08.9″E, 34°10′36.0″S 119°33′39.9″E, and 34°10′07.″S 119°30′35.5″E, respectively (Supporting Information Methods S1). Mature fully expanded leaves of *H. laurina* R. Br. and bulk soil were collected from three mature plants at each site. The leaves were wiped with tissue to remove soil dust, oven‐dried at 60°C for 3 d, and then ground to fine powder using a vertical ball‐mill grinder (Geno/Grinder 2010; Spex, SamplePrep, Metuchen, NJ, USA) with plastic 5‐ml tubes and yttrium‐stabilized zirconium ceramic beads. The ground samples were used to determine the concentration of P, Al, and manganese (Mn) in the leaves. For P determination, 50 mg of ground samples was digested in H_2_SO_4_–H_2_O_2_, and the P concentration in the solution was determined using a molybdenum blue method (Murphy & Riley, 1962). Another 50 mg of ground samples was digested in 2 ml of 60% (v/v) HNO_3_. The digested samples were diluted with 10 ml of 2% (v/v) HNO_3_ and analyzed for Al and Mn using inductively coupled plasma mass spectrometry (ICP‐MS; NexION 2000C; PerkinElmer, Waltham, MA, USA). The validity of the analytical method for elements, including aluminum, in plant samples was confirmed using standard reference materials (NCS DC73349, China National Analysis Center for Iron and Steel; BCR‐129, Joint Research Centre, European Commission).

Soil was air‐dried at room temperature for 7 d and sieved (< 2 mm). Soil pH was measured using a pH probe (Orion 720a; Beverly, MA, USA) calibrated with pH 4 and 7 buffer solutions, with a soil to solution ratio of 1 : 5 in water. The total P was determined by igniting the soil at 550°C for 1 h followed by extraction with HCl in a 1 : 30 soil to 1 M HCl ratio, with shaking for 16 h. Inorganic P was determined by extracting the soil with HCl in a 1 : 10 soil to 1 M HCl ratio, with shaking for 16 h. For resin P, the soil was extracted using 30 ml of Milli‐Q water with four anion‐exchange membranes, after which the membranes were immersed in 10 ml of 0.5 M HCl and shaken for 1 h. The P concentration was determined using a malachite green‐based assay (Motomizu *et al*., 1983) with a UV–VIS spectrophotometer (UV160A; Shimadzu, Kyoto, Japan) at 630 nm.

### Plant growth

Seeds of *H. laurina* were germinated in vermiculite for 40 d. Seedlings were then transferred onto a floating platform and hydroponically cultured in a container filled with 4 l of nutrient solution with six plants per container. The nutrient solution composition was 2.1 mM NH_4_NO_3_, 0.77 mM K_2_SO_4_, 1.2 mM CaCl_2_, 0.82 mM MgSO_4_, 36 μM Fe‐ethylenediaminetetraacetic acid, 9.1 μM MnSO_4_, 46 μM H_3_BO_3_, 3.1 μM ZnSO_4_, 0.16 μM CuSO_4_, 0.052 μM (NH_4_)_6_Mo_7_O_24_ with no added P. After 32 d of acclimation in the 0 μM P hydroponic solution, three containers of seedlings were subjected to one of three P treatments (0, 6.4, and 64 μM P) in the above nutrient solution for 43 d. The initial pH of the nutrient solution was adjusted to 5.6–5.8, and continuous aeration was provided. The containers were covered with black tape to shield the belowground part of the seedlings from light. The nutrient solution was replaced weekly. Plants were grown on a shelf near the window to receive natural sun light at *c*. 25°C.

After 43 d of P treatments, three plants from each of the three containers for each treatment were harvested for analysis. Plants were *c*. 4 months of age. Shoots and roots were collected separately. All samples were dried at 70°C for 3 d after measuring fresh weight and counting the number of cluster roots. Dried mature leaves were used to determine the P concentration using the molybdenum blue method (Murphy & Riley, 1962).

The remaining three plants in each container of the P treatments were transferred to a glasshouse and hydroponically cultivated in nutrient solution that was supplemented with 6.4 μM NaH_2_PO_4_ every 2–3 months to encourage growth of cluster roots.

After 27 months, the above seedlings were used to measure carboxylate‐exudation rate and the activity of acid phosphatase. Developing cluster roots were divided into four groups: tip of cluster‐bearing lateral roots (TCR), young cluster roots (YCR), white mature cluster roots (MCR) with fully elongated rootlets, and senesced cluster roots (SCR) with a dark‐brown color. Physiologically active roots were screened by incubating them on agar containing 0.008% (w/v) bromocresol purple, a pH indicator, for 30 min. The four developmental stages of cluster roots from each plant were submerged in 5 ml of deionized water for 3 h to collect root exudates. Exudates were immediately filtered using a MILLEX GV Filter Unit (0.45 μm; Millipore, Burlington, MA, USA) for analysis of root exudates.

Another batch of seedlings was germinated and transferred to hydroponic culture supplemented with 6.4 μM NaH_2_PO_4_ every 2–3 months in a glasshouse as described previously. Mature cluster roots and tips of cluster‐bearing lateral roots that were produced when these plants were *c*. 3 yr old were harvested. Roots were promptly frozen in liquid nitrogen and stored at −80°C for RNA extraction. After other mature cluster roots were exposed to 100 μM AlCl_3_ for 3 h, they were also harvested, frozen, and stored as described previously for quantitative polymerase chain reaction analysis. Mature leaves from these 3‐yr‐old seedlings were collected and dried to determine P concentration as descried previously.

Plants from the second batch of seedlings were further grown in hydroponics supplemented with 6.4 μM NaH_2_PO_4_ every 2–3 months. Mature cluster roots were harvested when these plants were *c*. 5 yr old for *in situ* hybridization, histochemical analysis of acid phosphatase activity, and observation of suberized lamellae. Mature leavers from these plants were also collected and dried to determine P concentration as described previously.

### Physiological analysis

The concentrations of malate and citrate in root exudates were determined using enzyme assay kits for malic acid and citric acid (F‐kit; Roche Diagnostics, Basel, Switzerland) and a spectrophotometer (Multiskan GO; Thermo Fisher Scientific) at 340 nm. Exudation rates were calculated based on root fresh weight and the collection period. Acid phosphatase activities were determined following the method of Wasaki *et al*. (2005). Briefly, activity was measured using the fluorescent substrate 4‐methylumbelliferyl phosphate. Enzyme activities were quantified by calculating the reaction rate based on the calibration curve created with methylumbelliferone. All measurements were conducted using a multiplate reader (2030 ARVO X; PerkinElmer, Waltham, MA, USA). The remaining exudate samples were freeze‐dried for capillary‐electrophoresis time‐of‐flight/Mass spectrometry (CE‐TOF/MS) analysis. All CE/TOF MS experiments were performed according to Tawaraya *et al*. (2014) using a capillary electrophoresis system (Agilent Technologies, Santa Clara, CA, USA). The relative molar concentration of metabolites in root exudates was calculated using the concentration of malate in mature cluster‐root exudates as the standard (standard value = 100).

### RNA‐Seq analysis

The total RNA from frozen roots was extracted (RNeasy Plant Mini Kit; Qiagen) with modifications for woody plant tissues. Briefly, 50 mg frozen sample was homogenized in 1 ml extraction buffer containing 4 M guanidine isothiocyanate, 0.2 M sodium acetate at pH 5.0, 25 mM EDTA, 2.5% (w/v) polyvinylpyrrolidone‐25 (PVP‐25), and 1% (v/v) β‐mercaptoethanol. After homogenization, 100 μl of 20% (w/v) sarkosyl was added, and the homogenates were incubated at 70°C for 10 min with occasional mixing by vortex. All homogenates were processed using QIAshredder Spin Columns, as specified by the manufacturer. The quality and quantity of extracted RNA were verified using a microphotometer (NanoDrop; Thermo Fisher Scientific). Aliquots of the RNA samples were used for RNA‐Seq analysis after ensuring the RNA quality by microchip electrophoresis (MultiNA; Shimazu Corp., Kyoto, Japan).

Identification of differentially expressed genes was conducted following the workflow summarized in Methods S2. The cDNA libraries for RNA‐Seq were prepared (NEBNext Ultra ll Directional RNA Library Prep Kit for Illumina, NEBNext Multiplex Oligos for Illumina, and NEBNext Poly(A) mRNA Magnetic Isolation Module; New England Biolabs Japan, Inc., Tokyo, Japan), and subsequently sequenced as 150 bp paired‐end reads (HiSeqX; Macrogen Japan Corp., Tokyo, Japan) after being qualified and quantified (NEBNext Library Quant Kit for Illumina, MultiNA; Shimazu Corp.). Raw data were cleaned by removing adapter sequences and low‐quality sequences (Trimmomatic; v.0.39; http://www.usadellab.org/cms/?page=trimmomatic). The cleaned RNA‐Seq reads were assembled (Trinity, v.2.15.1; https://github.com/trinityrnaseq/trinityrnaseq/releases/tag/Trinity‐v2.15.1) to obtain a reference *de novo* transcriptome of *H. laurina*. The expression levels of contigs were quantified (Salmon, v.1.9.0; https://github.com/COMBINE‐lab/salmon) and expressed as counts per million (CPM). Contigs with low signal (CPM < 0.4) were removed (Nishida *et al*., 2017). Expression data were normalized across the samples, and 0.01 CPM was added to eliminate zero values. All normalized data were used to calculate the fold‐change of gene expression between tips of cluster‐bearing lateral roots and mature cluster roots (edgeR, v.4.0.14; https://bioconductor.org/packages/release/bioc/html/edgeR.html). Putative open reading frames and peptide sequences encoded by the assembled transcripts were predicted (TransDecoder, v.5.7.1; https://hpc.nih.gov/apps/TransDecoder.html). A total of 7819 annotated genes were considered to be differentially expressed genes (DEGs) through pairwise comparison using edgeR, with a *q*‐value < 0.05 and |log_2_ fold‐change| ≥ 1. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed (ShinGO 0.80, http://bioinformatics.sdstate.edu/go/) with a false discovery rate (FDR) cutoff of 0.05. The Welch *t*‐test (*P* < 0.05, *n* = 3) was also applied to 4210 DEGs upregulated genes in mature cluster roots to select candidate genes. A heatmap (log_10_CPM) was used to visualize the expression of these genes (ggplot2, v.3.5.1; https://ggplot2.tidyverse.org/). Phylogenetic analysis was carried out using ClustalW (Thompson *et al*., 1994) and Mega11 software (https://www.megasoftware.net/). Gene expression was confirmed using 100 ng of total RNA in quantitative polymerase chain reaction analysis as described by Yamada *et al*. (2022). An *H. laurina* ortholog (*HalEF1a*) encoding elongation factor 1A in *A. thaliana* (AT1G07940) was used as a housekeeping gene. Primer pairs are summarized in Table S1.

### Cloning *of HalALMT1* and its promoter sequence

The coding region of *Hakea laurina Aluminum‐activated Malate Transporter 1* (*HalALMT1*) (accession no.: LC833900) was PCR‐amplified from *H. laurina* cDNA with primers (Table S2) and subcloned into the *Bgl* II site of the oocyte expression vector pXBG2 (Sasaki *et al*., 2014) via the In‐Fusion cloning technique (In‐Fusion HD cloning kit; Takara‐bio, Shiga, Japan) for electrophysiological characterization. Full‐length HalALMT1 and HalALMT1 without a stop codon were cloned into the entry vector pCR™8/GW/TOPO (Thermo Fisher Scientific) using the TA cloning technique with primers shown in Table S2. The cloned sequences were confirmed using inner primers (Table S2). The confirmed full‐length HalALMT1 sequence was transferred into the Gateway destination vector pGWB2 and pGWB6 for N‐terminal green fluorescent protein (GFP) fusion, and HalALMT1 without a stop codon was transferred into the Gateway destination vector pGWB5 for C‐terminal GFP fusion (Nakagawa *et al*., 2007) via LR recombination. Finally, HalALMT1::GFP (C‐terminal fusion) and GFP::HalALMT1 (N‐terminal fusion) amplified from *HalALMT1* in pGWB5 and pGWB6 using primers (Table S2) were cloned into the *Bgl* II site of pXBG2 using In‐Fusion HD cloning kit for electrophysiological characterization.

Genomic DNA of *H. laurina* was extracted from leaves following the method described by Tapia‐Tussell *et al*. (2006). The DNA was digested with *Sph1* and self‐ligated (Ligation high, Toyobo, Osaka, Japan). An *c*. 4.5 kbp fragment encompassing *HalALMT1* promoter was obtained via nested PCR using two primer sets (Table S2). After sequencing by the primer walking, a 2862 bp region upstream of *HalALMT1*, amplified by PCR, was subcloned into the pCR™‐Blunt2‐TOPO vector (Thermo Fisher Scientific) for promoter analysis. The primers used are listed in Table S2.

### Electrophysiological measurements

Electrophysiological measurements and fluorescence images in *Xenopus* oocytes were performed using the methods described previously (Furuichi *et al*., 2010; Sasaki *et al*., 2014). Briefly, cRNA of HalALMT1 were synthesized and injected into *Xenopus* oocytes. cRNA‐injected and water‐injected oocytes as a control were injected with 50 μl of 0.1 M malate treated for RNA. After the incubation for 3 or 4 d, two‐electrode voltage clamp analysis was conducted as described previously (Sasaki *et al*., 2014). The oocyte membrane was clamped to a holding potential of −20 mV, and voltage pulses were applied in 20 mV increments from −140 to +40 mV (Axoclamp 900A with the pClamp 10 software; Molecular Devices, San Jose, CA, USA). The bath solutions consisted of ND96 (96 mM NaCl, 1.8 mM CaCl_2_, 1 mM KCl, 0.1 mM LaCl_3_, pH 4.5, adjusted to 210 mOsm kg^−1^ with sorbitol). To assess the activation of HalALMT1 activity by Al^3+^, 100 μM AlCl_3_ in ND95 solution was used. Oocytes expressing HalALMT1::GFP (C‐terminal fusion) were used to determine intracellular localization in oocytes. They were fixed with formaldehyde, embedded in agarose, and sliced into 50‐μm‐thick sections. Fluorescence images from sectioned oocytes were observed with a confocal laser microscope (LSM510; Carl Zeiss Inc., Oberkochen, Germany) with excitation at 488 nm and a 505–530 nm bandpass filter.

### Overexpression of HalALMT1 in *Arabidopsis thaliana*

A loss‐of‐function mutant for AtALMT1 in *A. thaliana* (*atalmt1*; SALK_009629) was obtained from the *Arabidopsis* Biological Resource Center. *A. thaliana* Col‐0 wild‐type (WT) was used as the control. For transfection, pGWB2‐*HalALMT1* and pGWB6‐*HalALMT1* were introduced into *Agrobacterium tumefaciens* strain EHA101 (Hood *et al*., 1986) or LBA4404 (Takara‐bio). Transgenics of both *atalmt1* and Col‐0 *A. thaliana* were generated by floral dipping (Clough & Bent, 1998) using *A. tumefaciens* harboring pGWB2‐*HalALMT1* or pGWB6‐*HalALMT1*. Transgenics (T1) were selected by germinating seeds on ½ Murashige and Skoog (MS) medium containing 20 μg ml^−1^ hygromycin,100 μg ml^−1^ carbenicillin, and 0.8% (w/v) agar (pH 5.7). One‐week‐old seedlings were transferred to ½ MS medium supplemented with 100 μg ml^−1^ carbenicillin and 0.8% (w/v) agar (pH 5.7) for an additional week, after which they were transplanted to soil. More than 2000 seeds harvested from three T1 plants were sown on ½ MS medium containing 20 μg ml^−1^ hygromycin and 0.8% (w/v) agar (pH 5.7) to select T2 plants, which were used for determining malate‐exudation rates or GFP fluorescence.

*Arabidopsis thaliana* seeds were surface‐sterilized with 10% (v/v) sodium hypochlorite and germinated on ½ MS medium containing 0.8% (w/v) agar (pH 5.7) for 1 wk. Seedlings were transferred to ½ MS medium containing 0.5% (w/v) phytagel (pH 5.7). Col‐0 and transgenic 35Spro‐*GFP*::*HalALMT1*/Col‐0 plants were grown in a growth chamber under 16 h : 8 h, 25°C : 20°C, light : dark (220 μmol m^−2^ s^−1^). Twenty‐day‐old seedlings were used for GFP observation. Before observation, roots were stained with 20 μM FM4‐64 (Thermo Fisher Scientific) for 5 min to visualize the plasma membrane. After washing three times with distilled water, roots were placed in a glass‐bottom dish (Matsunami Glass Ind., Ltd, Osaka, Japa) and imaged using a confocal laser microscope (FV3000; Olympus, Tokyo, Japan). GFP fluorescence was observed using 488 nm excitation and 505–530 nm emissions wavelengths, while FM4‐64 staining was observed with a > 560 nm bandpass filter. Images were processed using the Fiji software (https://fiji.sc/).

Fifteen 25‐d‐old seedlings of WT and two transgenic lines of 35Spro‐*HalALMT1*/Col‐0 in triplicate were transferred to 10 ml of distilled water or 10 ml 13.6 μM AlCl_3_ solution for 24 h to collect root exudates. Roots from each line were immediately frozen in liquid nitrogen and stored at −80°C for further analysis. The exudates were immediately filtered using a MILLEX GV Filter Unit (0.45 μm; Millipore). Malate concentrations in the solution were determined using ion chromatography (Eco IC; Metrohm, Herisau, Switzerland), and the rates of malate exudation were calculated based on root fresh weight and incubation time. Total RNA from frozen samples was extracted (Plant Total RNA Extraction Mini Kit; Favorgen Biotech, Ping‐Tung, Taiwan). An aliquot containing 500 ng total RNA was used for quantitative polymerase chain reaction analysis using *HalEF1a* and *HalALMT1* primers (Table S1) to determine gene expression levels.

Fifteen 10‐d‐old seedlings of Col‐0, *atalmt1*, and 35Spro‐*HalALMT1*/*atalmt1 A. thaliana* were transferred to ½ MS plates containing 0.5% (w/v) phytagel (pH 4.8) without P in the presence or absence of 300 μM AlCl_3_ for 7 d. The lengths of taproots from the top five seedlings were measured, and the average value was calculated for each replicate. Relative root length under Al condition (%) was calculated as (root length under + AlCl_3_)/(root length under − AlCl_3_)*100. Roots from each line were immediately frozen in liquid nitrogen and stored at −80°C until analysis. The frozen samples were used for quantitative polymerase chain reaction using *HalEF1a*, *AtALMT1*, and *HalALMT1* primers (Table S1) to determine gene expression levels.

### *In situ* hybridization

The deduced HalALMT1 amino acid sequence was used in a Blastp (v.2.12.0) search against all putative open reading frames identified by RNA‐Seq to identify the top five HalALMT1‐homologous transcripts containing a 3′‐UTR sequence. These transcript sequences were aligned using Clastal W (Thompson *et al*., 1994) to select a probe site for the specific detection of *HalALMT1* (Methods S3). A 540 bp cDNA fragment, including 3′‐UTR, that had less than 60% identity with homologous *HalALMT* transcripts was amplified using primers (Table S2) and cloned into pBluescript ll SK (+). RNA was transcribed with T7 RNA polymerase using digoxigenin‐labeled UTPs (Roche) to generate an antisense probe.

Cluster roots from the same batch of low‐P plants used for RNA‐Seq analysis were harvested when the plants were *c*. 5 yr old. Cluster roots were fixed and dehydrated following the methods of Itoh *et al*. (2000), and subsequently impregnated with xylene before embedding (Paraplast Plus; Oxford Labware, St. Louis, MO, USA). Microtome sections (8 μm) were mounted on glass slides. *In situ* hybridization and immunological detection of signals were performed according to Toriba & Hirano (2018). The optimal amounts of probe, hybridization period, and coloring period for observation were 4 μl, 20 h, and 3 h, respectively. Samples were observed (BX53LED optical microscope; Olympus) and imaged (Axiocam 506 color camera; Carl Zeiss).

### Activity staining using fluorescent substrate

Acid phosphatase activity was visualized using the method of Wasaki *et al*. (2008), with minor modifications. Briefly, cluster roots from the same batch of low‐P plants used for RNA‐Seq analysis were harvested when the plants were *c*. 5 yr old. Root samples were washed and embedded in optimum cutting temperature (OCT) compound and sliced into 50‐μm sections (Cryostat CM3050S; Leica, Solms, Germany) following the protocol of Kobayashi *et al*. (2021). Cross sections were stretched onto a slide glass (CRE‐05 Green; Matsunami Glass Ind., Ltd) for observation of acid phosphatase activities and suberin layers. ELF™ 97 phosphate (Invitrogen) was used as a substrate for acid phosphatase (Nedoma *et al*., 2003; Nedoma & Vrba, 2006) for histochemical activity staining. A 0.1 M 2‐morpholinoethanesulfonic acid (MES) buffer adjusted to pH 5.5 was used for substrate dilution and washing. ELF97 phosphate was diluted 40 times with 0.1 M MES, pH 5.5. Aliquots of 500 μl diluted substrate were applied to each slide glass, which were then incubated in a dark room at room temperature for 15 min. After the incubation, the substrate was removed, and slides washed three times with 0.1 M MES, pH 5.5 to eliminate residual substrate. Wash buffer (50 μl) was applied to the washed root sections, the sections were covered with a cover glass, and the ELF97 signal was visualized using a fluorescence microscope (APEXVIEW APX100; Olympus) equipped with U‐FUNA filter sets: excitation 360–370 nm, dichroic mirror 410 nm, and emission 420–460 nm. The color of the images was measured using the Fiji software (https://fiji.sc/).

### Histochemical detection of suberin in cluster roots of *Hakea laurina*

Cross sections of cluster roots were obtained as described previously for acid phosphatase activity. Fluorol Yellow 088 (ChemScene, Monmouth Junction, NJ, USA) was used for suberin staining. A 500 μl aliquot of 0.01% (v/w) Fluorol Yellow 088 was applied to each slide and incubated for 16 h in a dark room at room temperature. After incubation, the solution was removed, and the slides were washed three times with water. Subsequently, 500 μl of CitiFluor™ AF1 Mountant Solution (PST proSciTech, Thuringowa, Australia) was added and slides incubated for 1 h at room temperature. After mounting, 50 μl of 75% (v/v) glycerol was applied to the washed root sections, which were then covered with a cover glass. The suberin signal was detected using a fluorescence microscope (APEXVIEW APX100; Olympus) with U‐FBNA filter sets: excitation at 488 nm, a dichroic mirror at 505 nm, and emission at 510–550 nm.

### Statistical analyses

Statistical comparisons were made using one‐way ANOVA followed by the Tukey–Kramer test for multiple comparisons (*P* < 0.05). Student's *t*‐test was used for comparisons between two groups (*P* < 0.05 and 0.01). All means are presented with their SE. The comparison of CPM for transcripts between tips of cluster‐bearing lateral roots and mature cluster roots was made using *q*‐value (*P* < 0.05) and fold‐change in edgeR. Additionally, the Welch *t*‐test was used for statistical comparison (*P* < 0.05).

## Results

### Natural and experimental growth of *Hakea laurina*

We investigated growth conditions of *H. laurina* in its natural habitat to establish a benchmark for its cultivation in the laboratory. *Hakea laurina* naturally occurs in an extremely P‐impoverished environment, with soil P concentrations ranging from 1.2 ± 0.1 to 9.4 ± 0.2 mg total P kg^−1^ soil. Of this, 0.21 ± 0.03 to 1.01 ± 0.08 mg P kg^−1^ soil was inorganic P, and 0.11 ± 0.04 to 0.84 ± 0.16 mg P kg^−1^ soil was resin P across four sites in Fitzgerald River National Park, Western Australia (Fig. 1a–c). Soil pH was moderately low, ranging from 5.6 ± 0.1 to 6.0 ± 0.2 (Fig. 1d), which is not considered to cause Al toxicity. The plants at all four sites were large and healthy in appearance. The P concentration in mature leaves of *H. laurina* collected at the four sites in Fitzgerald River National Park ranged from 0.15 ± 0.01 to 0.27 ± 0.02 mg P g^−1^ DW (Fig. 1e). The concentration of Al and Mn in mature leaves was 12 ± 1 to 66 ± 10 μg Al g^−1^ DW and 19 ± 1 to 133 ± 22 μg Mn g^−1^ DW, respectively (Fig. 1f,g).

**Fig. 1:**
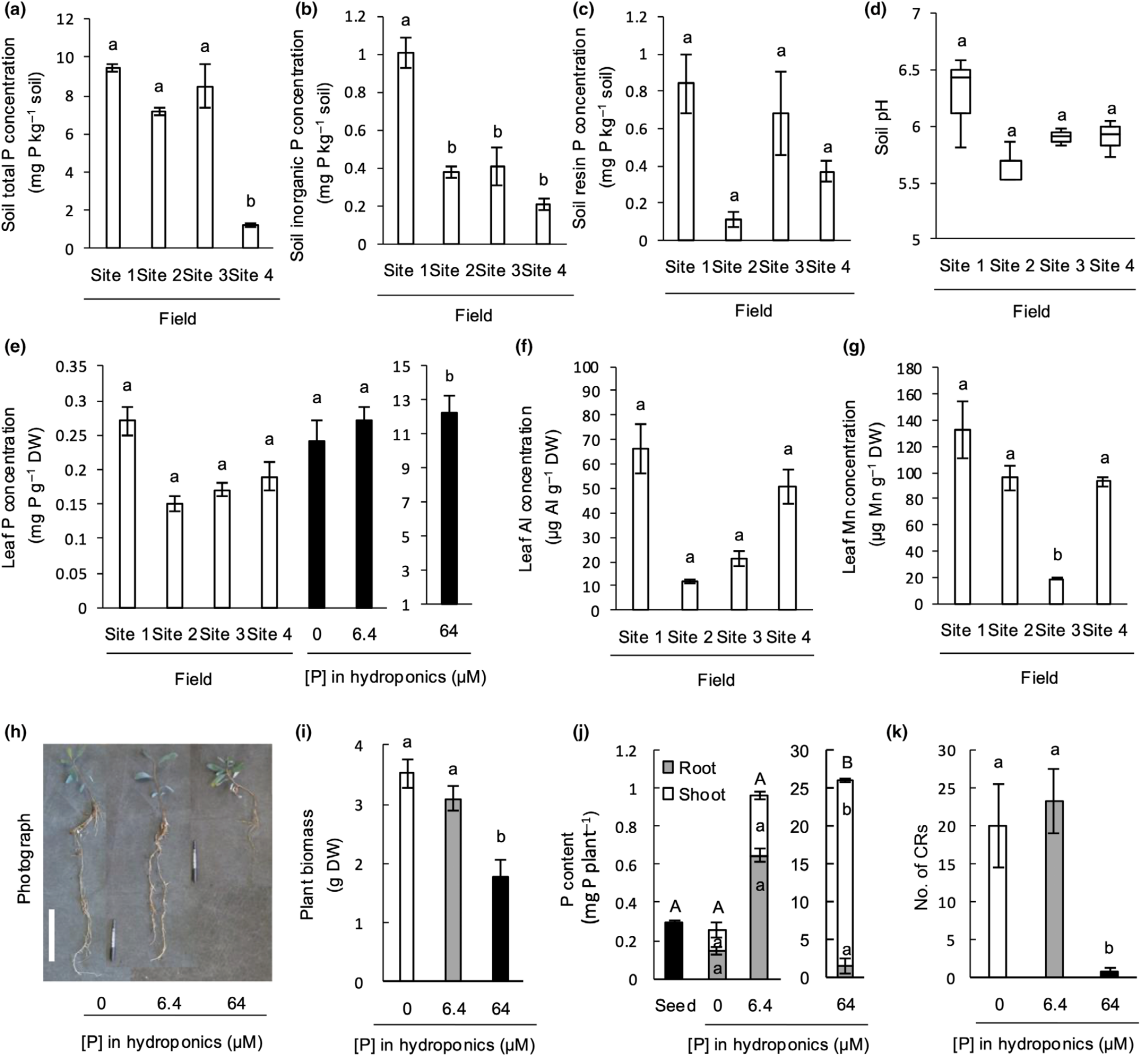
Soil and plant conditions in the natural habitat of *Hakea laurina*, and plant growth conditions in hydroponic cultivation: (a) soil total phosphorus (P) concentration, (b) soil inorganic P concentration, (c) soil resin P concentration, and (d) soil pH where *H. laurina* naturally occurs in Fitzgerald River National Park, Australia. (e) P concentration in mature leaves of *H. laurina* growing in its natural habitat or in hydroponics. (f, g) The concentration of aluminum (Al) and manganese (Mn) in mature leaves of *H. laurina* grown in its natural habitat. Coordinates of each site are given in the legend to Supporting Information Methods S1. The seedlings were hydroponically cultivated under 0, 6.4, or 64 μM of NaH_2_PO_4_ for 43 d. (h) Photograph of representative seedlings, (i) total biomass including shoot and root, (j) P content of the seedlings as well as seeds of *H. laurina*, and (k) the number of cluster roots (CRs) formed by *H. laurina* under three P treatments. Bar, 150 mm in (h). The soil total P concentration, soil resin P concentration, soil pH, leaf Al concentration, and leaf Mn concentration across four field sites, as well as plant biomass, P content, and the number of cluster roots among three P treatments, were subjected to a Tukey–Kramer test. The comparison of leaf P concentration was tested using the Tukey–Kramer test across seven samples, each with three replicates, including data from the field (*n* = 12; four field sites with three individuals each) and the glasshouse (*n* = 9; three treatments with three individuals each). Different letters indicate statistically significant differences (*P* < 0.05; Tukey–Kramer, *n* = 3). Error bars indicate SE.

*Hakea laurina* seedlings were hydroponically cultivated under three P conditions to investigate the effect of P availability on plant biomass as well as on physiological traits. There was no significant difference in the dry mass of seedlings supplied with 0 and 6.4 μM P (Fig. 1h,i). The leaf P concentrations at 0 and 6.4 μM P supply were similar to those of the samples collected in the field, so these treatments were ecologically relevant (Fig. 1e). However, the seedlings supplied with 64 μM P for 43 d were significantly smaller than those supplied with 0 and 6.4 μM P and had much less root biomass (Fig. 1h,i). We observed a very high leaf P concentration of 12.2 ± 1.0 mg P g^−1^ DW in the 64 μM P treatment (Fig. 1e) with 94% of the P allocated to the shoot (Fig. 1j). The 0 and 6.4 μM P treatments stimulated the development of a similar number of cluster roots (Fig. 1k). Analysis of plans in their natural habitat and grown in hydroponics revealed that *H. laurina* survived in extremely P‐limited environments, whereas an excess P supply (64 μM) was toxic.

### Root exudation of carboxylates and acid phosphatase

Roots were separated into four developmental stages: TCR), YCR), MCR, and SCR (Fig. 2a). Agar containing a pH indicator changed color from purple to light yellow when mature cluster roots and young cluster roots were placed on the gel, whereas agar in contact with tips of cluster‐bearing lateral roots or senescent cluster roots changed color only slightly (Fig. 2b). This color change indicated that the root segments, particularly the young and mature cluster roots, were exuding protons, which drive the exudation of carboxylates (Neumann *et al*., 2000; Shane & Lambers, 2005). To determine the carboxylate‐exudation rate and whether acid phosphatases were also released, we collected and measured exudates from cluster roots of these four root stages (Fig. 2c). Citrate, malate, and isocitrate were the three dominant carboxylates released from mature cluster roots of *H. laurina*, based on the CE‐TOF/MS analysis (Fig. 2d). We also detected lactate, *cis*‐ and *trans*‐aconitate (Fig. S1). We quantitatively determined the exudation rates of malate and citrate at each cluster‐root developmental stage. Both citrate and malate exudation peaked in mature cluster roots, averaging 2.2 ± 0.3 and 2.5 ± 1.0 μmol g^−1^ FW h^−1^, respectively (Fig. 2e). Acid phosphatase activity was also detected in the root exudates and was highest in the exudates from mature cluster roots (Fig. 2f).

**Fig. 2:**
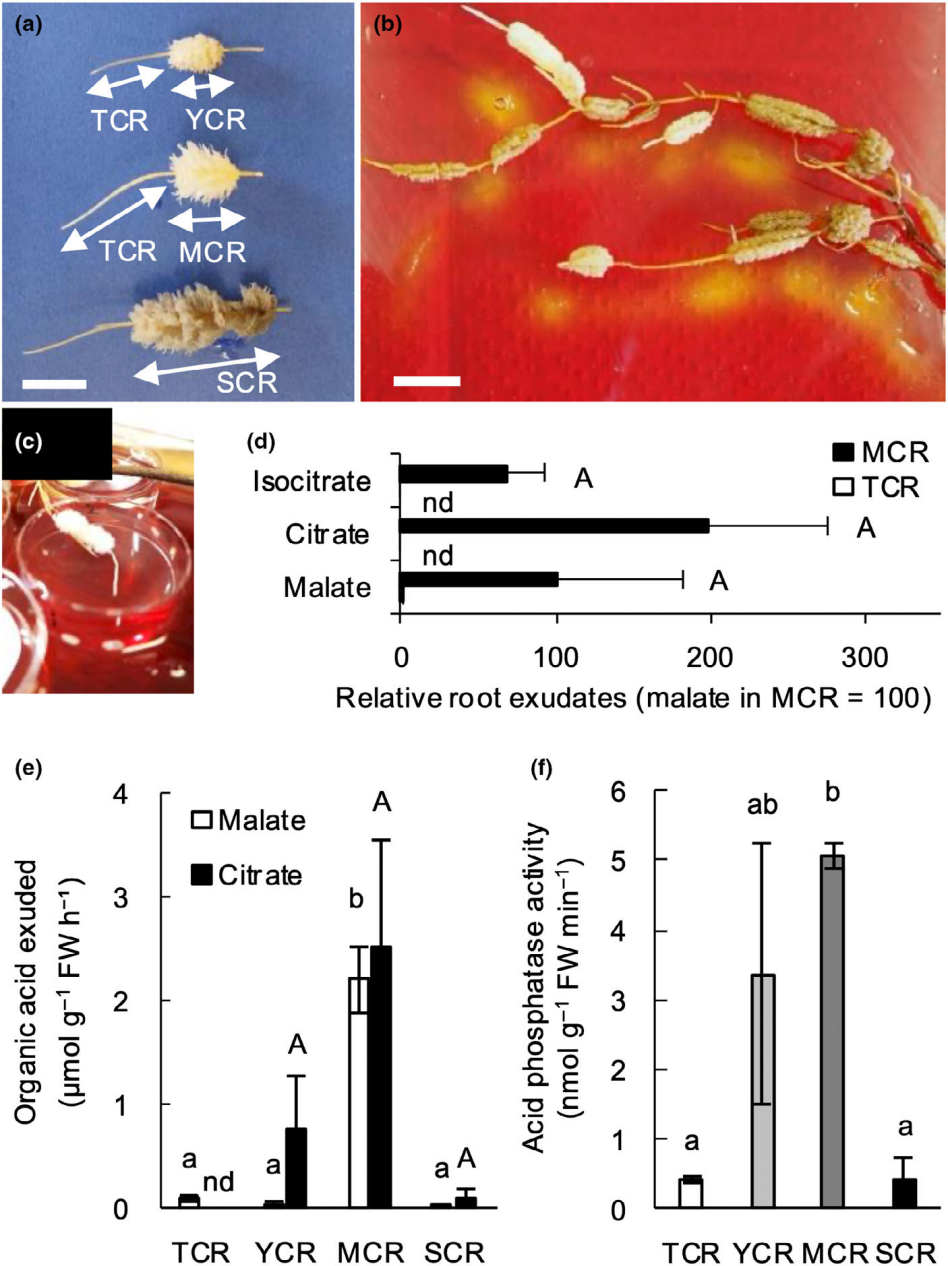
Photographs and physiological traits of cluster roots (CRs) of *Hakea laurina*. (a) Roots were divided into four developmental stages, including tips of cluster‐bearing lateral roots (TCR), young CR (YCR), mature CR (MCR) with fully elongated rootlets, and senesced CR (SCR) turning dark brown. (b) Roots were incubated for 30 min on agar containing 0.008% (w/v) bromocresol purple (pH indicator) to detect proton release and predict physiologically active CRs. (c) Traps for collecting root exudates at each developmental stage of CRs. Bars, 10 mm (a, b). (d) Three dominant organic anions in root exudates based on capillary‐electrophoresis time‐of‐flight/mass spectrometry (CE‐TOF/MS) analysis. The relative carboxylate concentration in root exudates was calculated as the concentration of malate in MCR exudates as standard (standard value = 100). Different letters indicate statistically significant differences (*P* < 0.05; nd, not detected; Tukey–Kramer, *n* = 3) among carboxylates. Error bars indicate SE. (e) Exudation rates of malate and citrate at four developmental stages of CRs. (f) Acid phosphatase activities in root exudates at four developmental stages of CRs. Relative amounts of root exudates were compared using the Tukey–Kramer test. The comparisons of exuded carboxylates and acid phosphatase activity were also tested using the Tukey–Kramer test at four developmental stages of CRs. Different letters indicate statistically significant differences (*P* < 0.05; nd, not detected; Tukey–Kramer, *n* = 3). Error bars indicate SE.

### Biological pathways with increased expression in mature cluster roots and tips of cluster‐bearing lateral roots

Total RNA was successfully extracted from roots using a modified protocol for woody plant tissues based on the RNeasy Plant Mini Kit (Qiagen), as described in the Materials and Methods section. This method enables the comparison of gene expression in *H. laurina* cluster roots through *de novo* RNA‐Seq analysis. 

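RNA-Seq was performed on 3 libraries from mature cluster roots (MCR), the stage with fully elongated rootlets, and 3 libraries from tips of cluster-bearing lateral roots (TCR) of H. laurina plants about 3 yr old. The plants were grown hydroponically with 6.4 μM P supplied at intervals of 2 to 3 months and no P in the solution otherwise. Libraries were made from poly(A) RNA and sequenced as 150 bp paired-end reads. The authors cleaned the reads with Trimmomatic, assembled them de novo with Trinity and estimated the reads of each contig with Salmon, so that no reference genome enters the values and a contig is named only by its closest Arabidopsis match in the authors' annotation. The sample titles and the columns of Table S3 give the root types as the paper does, whereas the tissue label deposited with each library names the other root type; the paper's names are used throughout. The estimated counts summed to 13583740 in TCR1, 16622567 in TCR2, 15649283 in TCR3, 15718871 in MCR1, 16444469 in MCR2 and 19119494 in MCR3 after rounding to whole numbers, which the test requires. Contigs were kept where the mean CPM of at least 1 root type was 0.4 or more, which left 49813 contigs and removed 134186. The remaining counts were normalized with TMM factors between 0.868 (MCR3) and 1.18 (TCR3) and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The biological coefficient of variation common to all contigs was 0.885. With 3 libraries against 3, an exact permutation test of a single contig cannot give a two-sided p below 0.1, so the p-values come from the model fitted across all contigs.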

Given that the soil in the natural habitat of this species exhibited extremely low P concentrations (Fig. 1a–c), we expected that this species would express clear P‐acquisition strategies in its cluster roots. The leaf P concentration of plants, cultured hydroponically with limited P and used for RNA‐Seq analysis, was low at 0.14 ± 0.00 mg P g^−1^ DW similar to the values of plants in their natural habitat, indicating that the samples used for RNA‐Seq were ecologically relevant.

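Of the contigs in the count table, 173 had no read in any of the 6 libraries after rounding. The number of contigs with at least 1 count was 95758 in TCR1, 106702 in TCR2 and 85093 in TCR3, and 119736 in MCR1, 135523 in MCR2 and 87361 in MCR3. MCR3 had the most counts of the 6 libraries and the fewest contigs detected among the 3 MCR libraries. At a minimum of 0.5 CPM, 17427 of the contigs tested were detected in all 6 libraries and 6980 in MCR1 and MCR2 only. The Spearman correlation of MCR3 with TCR3 across the contigs tested was 0.871, against 0.626 with MCR1 and 0.515 with MCR2. With TCR1 and TCR2 it was 0.732 and 0.729, so MCR3 was closer to every TCR library than to MCR1 or MCR2.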

RNA‐Seq analysis of mature cluster roots and tips of cluster‐bearing lateral roots revealed 183 999 contigs. After filtering out low‐signal contigs and annotating the dataset, we detected 9219 differentially expressed contigs representing 7819 DEGs with annotations between these two root types (Fig. S2; Table S3). Among these, 4210 DEGs were upregulated in mature cluster roots compared with tips of cluster‐bearing lateral roots, while the other 3609 DEGs were upregulated in tips of cluster‐bearing lateral roots compared with mature cluster roots. 

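In the comparison of the 6 libraries, 4177 contigs had an adjusted p below 0.05 and an absolute log2 fold change of 1 or more, counted with and without annotation. The alternative that moved this number most upward was the replicate number as a block in the same fit, with 17704 contigs, where the prior degrees of freedom of the contigs' own spread rose from 3.31 to 105. Testing every contig with at least 1 read, in place of those past the CPM minimum, gave 9240 contigs. The number also changed with single libraries left out, with 535 contigs without TCR1, 651 without TCR2, 2593 without MCR1, 2426 without MCR2 and 7460 without MCR3, against 3574 without TCR3. Without TCR1, all 208 contigs called higher in MCR and all 327 called higher in TCR were also called with 6 libraries. A fit with 2 libraries in 1 root type tests fewer samples, so a lower number does not show that changes are absent. Of the 4177 contigs, 3275 are in the authors' deposited table of 7819 annotated contigs. All 7819 contigs of that table had the same direction in both sources, with a Pearson correlation of log2 fold changes across contigs of 0.9996, contigs not being independent replicates.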

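Of the contigs past the threshold, 1196 were higher in MCR and 2981 were higher in TCR. In 1195 of the former and in 2981 of the latter every library of the higher root type lay above every library of the other, which chance gives for 10% of contigs in 3 libraries against 3. These contigs were called on the same libraries, so a high share follows in part from how they were chosen. The fit with the replicate block called 10008 contigs higher in MCR and 7696 in TCR, and without TCR1 the numbers were 208 and 327, without TCR2 254 and 397, without MCR1 1030 and 1563, without MCR2 1027 and 1399 and without MCR3 3200 and 4260. Contigs higher in MCR made up 28.6% of the calls with TMM, 39.8% with RLE size factors and 19.8% with library size alone. The median log2 fold change of the contigs tested was 0.57 with TMM, 0.84 with RLE size factors and 0.37 with library size alone. Over the 31373 contigs tested that had at least 1 count in each of the 6 libraries it was -0.11, 0.19 and -0.29, so the baseline to which a fold change is read depends on the contigs taken as unchanged. Among the annotated contigs with a mean CPM of 10 or more and no overlap between root types, the 5 with the largest fitted changes toward MCR were TRINITY_DN3898_c0_g1 (PEARLI 4 family), TRINITY_DN3801_c1_g2 (PIP1;4), TRINITY_DN6908_c0_g1 (PAP10), TRINITY_DN3255_c0_g1 (SAUR-like) and TRINITY_DN398_c0_g4 (GSTL3). TRINITY_DN3898_c0_g1, TRINITY_DN3801_c1_g2 and TRINITY_DN3255_c0_g1 had no counts in TCR and were at least 478-fold, 410-fold and 355-fold higher in MCR, taking 3 counts over the 3 TCR libraries as the floor. TRINITY_DN6908_c0_g1 had 7095 counts in MCR and 2 in TCR, a ratio of 3656 with a 95% exact binomial interval from 1012 to 30192, and TRINITY_DN398_c0_g4 had 3455 and 1, a ratio of 3560 with an interval from 639 to 140667. Toward TCR the 5 were TRINITY_DN334_c0_g3 (AUX1), TRINITY_DN1930_c0_g2 (expansin A8), TRINITY_DN202578_c0_g1 (thionin family), TRINITY_DN255294_c0_g1 (PRB1) and TRINITY_DN12220_c0_g1 (DUF828), all without counts in MCR and between at least 187-fold and at least 343-fold higher in TCR on the same floor. TRINITY_DN202578_c0_g1 and TRINITY_DN255294_c0_g1 are uneven, with 2.18 and 1.25 CPM in TCR3. These bounds and intervals cover counting error only. Their adjusted p ranged from 0.00233 to 0.0282 in edgeR's quasi-likelihood test. TRINITY_DN3255_c0_g1, TRINITY_DN202578_c0_g1 and TRINITY_DN255294_c0_g1 were past the threshold in 11 of 16 alternatives (the abundance trend among these was chosen after the values were seen) each, with the highest adjusted p under limma-voom (0.0946, 0.139 and 0.188). Without TCR1 their adjusted p was 0.0713, 0.100 and 0.119, without TCR2 0.0641, 0.0876 and 0.108, and without MCR1 0.0601, 0.0516 and 0.0673. Without MCR2, TRINITY_DN202578_c0_g1 and TRINITY_DN255294_c0_g1 had 0.0514 and 0.0669, and without TCR3, TRINITY_DN3255_c0_g1 had 0.0530. TRINITY_DN6908_c0_g1 had an adjusted p of 0.0587 under limma-voom.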

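A contig is called uneven where the lowest library of the higher root type has a CPM under 0.1 of the mean of the other 2 libraries. Among the contigs called higher in MCR here, 31 were uneven (2.59%), and among those called higher in TCR 10 were uneven (0.335%). These numbers were 7100 and 282 with the replicate block. Counted over the CPM values of the authors' deposited table, 3067 of its 4210 contigs higher in MCR were uneven (72.9%), with MCR3 lowest in 2109, MCR1 in 885 and MCR2 in 73, against 84 of its 3609 contigs higher in TCR (2.33%). In that table the median of the mean MCR CPM was 2.06 for the uneven contigs and 91.8 for the others. Of the uneven contigs higher in MCR in the authors' deposited table, edgeR's quasi-likelihood test called 22 with the CPM minimum and 3066 with every contig that had a read.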

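The KEGG and GO assignments of the contigs were not used here, and pathways were followed through 24 gene classes defined by words in the Arabidopsis symbol and description that the authors gave each contig. For each class, two-sided Fisher's exact tests compared how many contigs past the threshold were higher in MCR or in TCR with the other annotated contigs past the threshold, with Benjamini-Hochberg adjustment over the classes. Contigs of 1 class can be copies or fragments of 1 gene and are not independent. Of the annotated contigs past the threshold, 799 were higher in MCR and 2476 in TCR, and 7 classes differed from this split. The count was 17 with the replicate block, 14 without MCR3, and 1 each without TCR1 and without TCR2, where purple acid phosphatase was the class left. In the authors' deposited table, the share of uneven contigs among those higher in MCR differed between the classes that the paper's pathways name, from 0 of 5 contigs for the MATE family and 12 of 34 for purple acid phosphatase to 238 of 238 for ribosomal proteins.

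**Figure D1:**
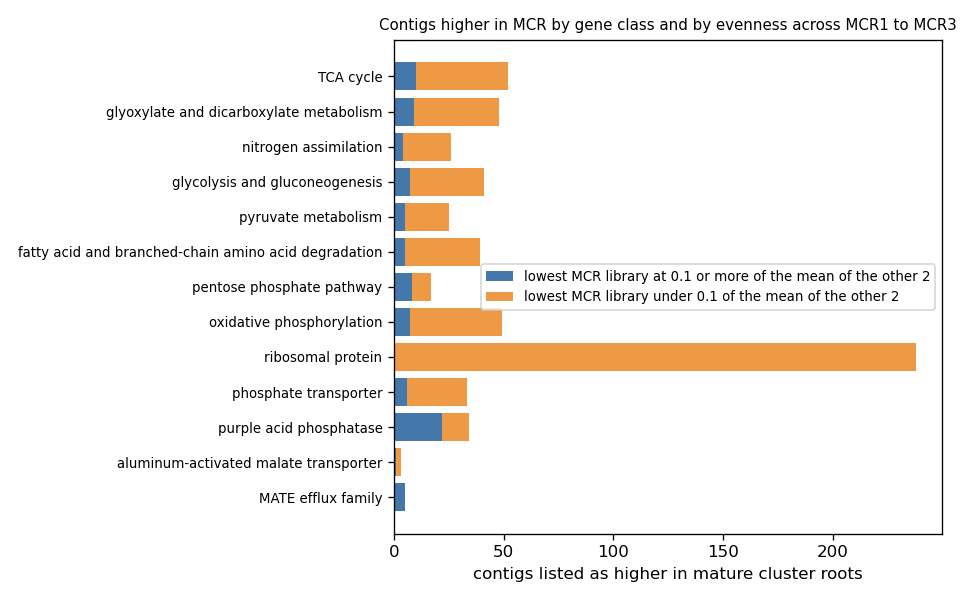
Number of contigs that the authors' deposited table lists as higher in mature cluster roots (x axis) by gene class (y axis). Bars are divided by whether the lowest of the 3 MCR libraries has a CPM under 0.1 of the mean of the other 2. Only classes that the paper places in MCR, or in both root types, are drawn, and those placed in TCR alone are left out. All 238 ribosomal protein contigs are uneven and none of the 5 MATE contigs is.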

GO and KEGG pathway analysis using these DEGs highlighted multiple carboxylate‐related processes in mature cluster roots (Fig. 3; Table S4). For example, the KEGG pathways with the top 20 highest fold enrichments included glyoxylate and dicarboxylate metabolism in second place, citrate cycle (tricarboxylic acid (TCA) cycle) in fifth place, and carbon fixation in photosynthetic organisms in seventh place (Fig. 3a). Additionally, pathways involved in acetyl‐CoA production were included, such as valine, leucine and isoleucine degradation, fatty acid degradation, pyruvate metabolism, glycolysis, and pentose phosphate pathway (Fig. 3a). 

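Among the contigs past the threshold, the TCA cycle class had 7 contigs higher in MCR and 0 higher in TCR (adjusted p = 0.000303, Fisher's exact test). At an unadjusted p below 0.05 the numbers were 26 and 3, under DESeq2 23 and 1, and under limma-voom 8 and 1. Without TCR1 and without TCR2 no contig of the class was past the adjusted threshold in either direction, so the class could not be tested. The glyoxylate and dicarboxylate class had 7 contigs higher in MCR and 1 higher in TCR (adjusted p = 0.00153), with an adjusted p of 0.641 without TCR1 and 0.566 without TCR2. In the authors' deposited table, 42 of 52 TCA cycle contigs and 39 of 48 glyoxylate and dicarboxylate contigs higher in MCR were uneven. The uneven TCA cycle contigs summed to 179 CPM in MCR1, 235 CPM in MCR2 and 2.08 CPM in MCR3, and the uneven glyoxylate and dicarboxylate contigs to 237, 287 and 459 CPM, highest in MCR3.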

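Of the classes that follow acetyl-CoA production, the pentose phosphate pathway had 8 contigs higher in MCR and 0 higher in TCR (adjusted p = 9.78e-05, Fisher's exact test), with 14 and 1 at an unadjusted p below 0.05 and 13 and 0 under DESeq2. The adjusted p of the class was 0.623 without TCR1 and 0.566 without TCR2. The other 3 classes were not past the threshold. Fatty acid and branched-chain amino acid degradation had 2 contigs higher in MCR and 1 in TCR (adjusted p = 0.326), pyruvate metabolism 2 and 2 (0.431), and glycolysis and gluconeogenesis 3 and 6 (0.623). Their adjusted p was 3.07e-09, 0.000174 and 9.90e-06 with the replicate block, each toward MCR. Without MCR3 all of these 3 classes were past the threshold, with 0.000128, 0.00589 and 0.000299, as they were with every contig that had a read (6.87e-09, 0.000187 and 1.71e-05), under DESeq2 (1.45e-05, 0.0142 and 0.000254) and with the abundance trend (3.42e-07, 0.000380 and 4.86e-05), chosen after the values were seen. Fatty acid and branched-chain amino acid degradation and glycolysis and gluconeogenesis also passed with the CPM minimum in at least 3 libraries (0.0466 for each), filterByExpr (0.0497 for each) and the edgeR exact test (0.0175 and 0.0403). Uneven contigs made up 34 of 39, 20 of 25 and 34 of 41 contigs higher in MCR in the authors' deposited table for these 3 classes, and 9 of 17 for the pentose phosphate pathway.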

Nitrogen metabolism was the most‐enriched pathway (Fig. 3a) primarily involved in nitrogen assimilation leading to L‐glutamate synthesis. 

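The nitrogen assimilation class had 1 contig higher in MCR and 2 higher in TCR, which was not past the threshold (adjusted p = 0.661, Fisher's exact test over the 24 classes). It was toward MCR with an adjusted p of 2.44e-05 with the replicate block, 4.68e-05 with every contig that had a read, 0.0147 under DESeq2, 0.00589 without MCR3 and 0.000242 with the abundance trend as dispersion, chosen after the values were seen. With RLE size factors and with library size alone it had 0 contigs higher in MCR and 2 higher in TCR. With TMM it had 11 and 2 at an unadjusted p below 0.05. The authors' deposited table lists 26 contigs of this class as higher in MCR, of which 22 were uneven. These 22 summed to 105 CPM in MCR1, 646 CPM in MCR2 and 6.40 CPM in MCR3.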

Other nitrogen‐related pathways, including tyrosine metabolism, alanine, aspartate, and glutamate metabolism and biosynthesis of amino acids were enriched in the genes upregulated in mature cluster roots (Fig. 3a). Carbon metabolism and gluconeogenesis (Fig. 3a) were also included. On the other hand, none of these pathways were significantly enriched among the DEGs upregulated in tips of cluster‐bearing lateral roots (Fig. 3b; Table S4). 

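None of the classes that stand for these pathways had an excess of contigs higher in TCR at the adjusted threshold. The test could hardly show one in classes this small, since 2476 of the annotated contigs called were higher in TCR and 799 in MCR. Even the flavonoid biosynthesis class, with 12 contigs higher in TCR and 0 in MCR, had an adjusted p of 0.126 (Fisher's exact test). The lack of an excess therefore does not decide whether these pathways were higher in TCR. Among the classes that stand for them, glycolysis and gluconeogenesis had the most contigs higher in TCR, with 6. Oxidative phosphorylation, another class of Fig. 3, had 3 contigs higher in MCR and 1 in TCR (adjusted p = 0.126, Fisher's exact test). It passed the threshold toward MCR with every contig that had a read (3.95e-10), the CPM minimum in at least 3 libraries (0.00248), filterByExpr (0.00268), RLE size factors (0.0268), the edgeR exact test (0.00697), DESeq2 (8.42e-06), limma-voom (0.00848), the replicate block (2.57e-10) and without MCR3 (1.53e-05), and with the abundance trend as dispersion (1.69e-08), an alternative chosen after the values were seen.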

Most of the pathways enriched in tips of cluster‐bearing lateral roots were involved in meristem homeostasis and root growth, such as DNA replication, lysine biosynthesis, nucleocytoplasmic transport, mismatch repair, ribosome biogenesis in eukaryotes, aminoacyl‐tRNA biosynthesis, homologous recombination, spliceosome, base excision repair, and ribosome (Fig. 3b).

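The ribosomal protein class had 89 contigs higher in TCR and 0 higher in MCR (adjusted p = 1.72e-10, Fisher's exact test). At an unadjusted p below 0.05 the numbers were 115 higher in TCR and 87 higher in MCR, under DESeq2 109 and 50, and under limma-voom 79 and 0. In the fit with the replicate block 116 were higher in TCR and 238 in MCR, and the class was split toward MCR (adjusted p = 3.55e-07), as it was with every contig that had a read (5.41e-07) and with the abundance trend as dispersion (1.94e-05), chosen after the values were seen. Without TCR1 and without TCR2 only 1 contig of the class was called, higher in TCR (adjusted p = 1 in both). Without MCR3 the numbers were 97 and 70, which did not differ from the split of the other contigs (adjusted p = 0.926), nor did those under DESeq2 (adjusted p = 0.201). The uneven ribosomal protein contigs of the authors' deposited table match 104 Arabidopsis genes and summed to 888 CPM in MCR1, 1846 CPM in MCR2 and 7.86 CPM in MCR3. The DNA replication class had 18 contigs higher in TCR and 0 in MCR (adjusted p = 0.0370), with 22 and 3 at an unadjusted p below 0.05 and 22 and 0 under DESeq2. It was not past the threshold under limma-voom (0.0581) or library size alone (0.0744), without TCR1 (0.641), TCR2 (0.566), TCR3 (0.0683) or MCR1 (0.109), or with each Arabidopsis gene counted once (0.0629). Aminoacyl-tRNA synthetases (10 higher in TCR and 1 in MCR, adjusted p = 0.503), mismatch repair and homologous recombination (7 and 0, 0.412), the spliceosome (14 and 1, 0.326) and nucleocytoplasmic transport (9 and 1, 0.623) leaned toward TCR without passing. All 7 mismatch repair and homologous recombination contigs past the threshold were higher in TCR, and Fisher's exact test still gave p = 0.206 before adjustment. With 7 contigs this class could therefore not have passed toward TCR. Nucleocytoplasmic transport had 12 contigs higher in TCR and 21 higher in MCR with the replicate block and with every contig that had a read. The adjusted p of the aminoacyl-tRNA synthetases was 0.0317 with the replicate block, 0.0312 with every contig that had a read and 0.0396 without MCR3. That of mismatch repair and homologous recombination was 0.0258 with the block and 0.0251 with every contig that had a read. For the spliceosome it was 0.0156 under DESeq2.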

**Fig. 3:**
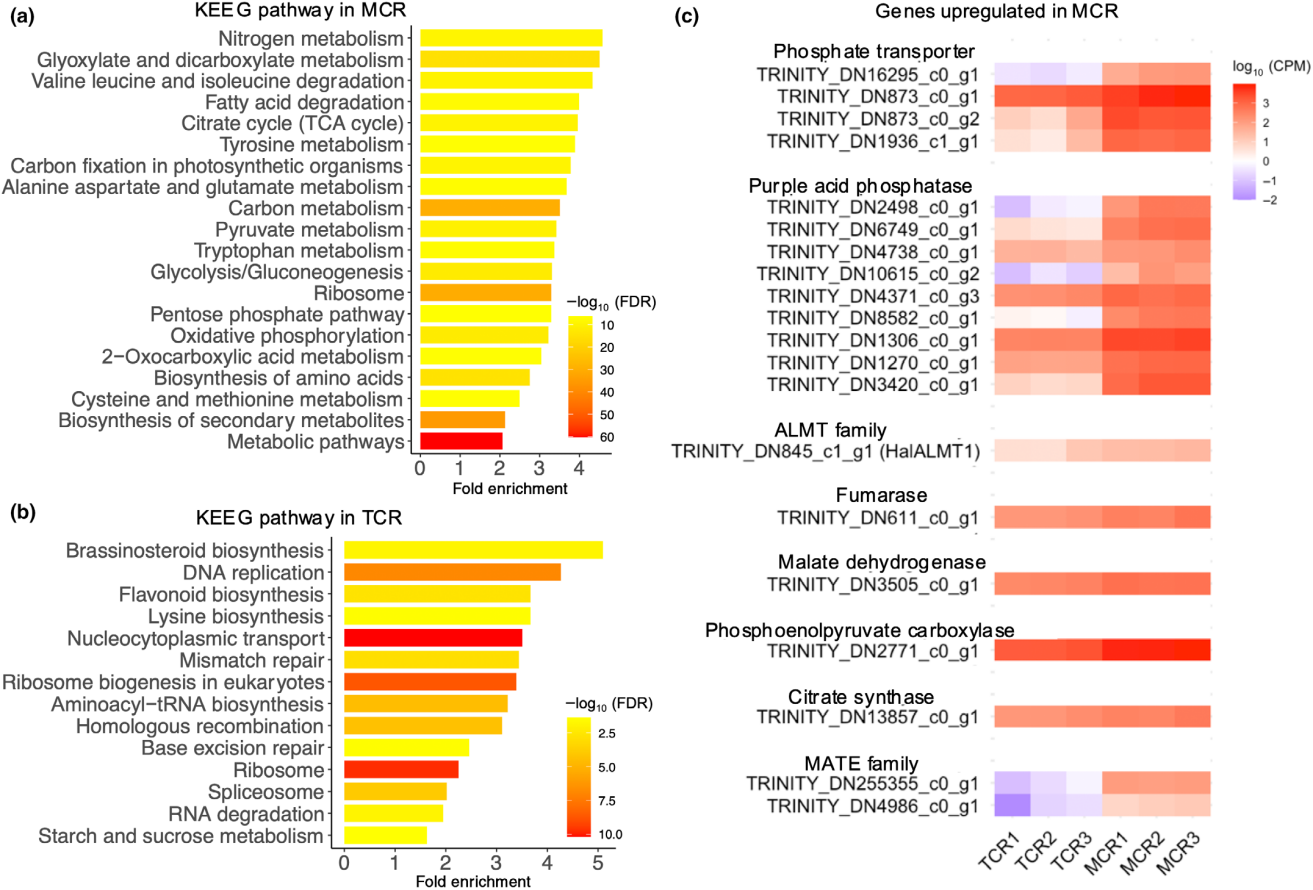
Transcriptomic analysis in *Hakea laurina* roots by RNA‐Seq. (a, b) 4210 differentially expressed genes (DEGs) upregulated in mature cluster root (MCR) and 3609 DEGs upregulated in tips of cluster‐bearing lateral roots (TCR) were subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis with a false discovery rate (FDR) cutoff of 0.05. The first 20 KEGG pathways with the highest fold enrichment are presented. Only 14 pathways were detected in TCR. Scale bar represents the −log_10_FDR. (c) Genes related to phosphorus (P) acquisition such as phosphate transporter, purple acid phosphatase, aluminum‐activated malate transporter family, malate dehydrogenase, phospho*enol*pyruvate carboxylase, citrate synthase, and multidrug and toxic compound extrusion family were selected based on the Welch *t*‐test (*P* < 0.05, *n* = 3) applying 4210 DEGs upregulated in MCR. Heatmap visualizing the expression of these genes in TCR and MCR. Scale bar represents the log_10_CPM. These genes are considered candidate genes for phosphorus acquisition that function in MCR. ALMT, aluminum‐activated malate transporter; MATE, multidrug and toxic compound extrusion.

### Phosphorus‐starvation‐induced genes in mature cluster roots

The 4210 DEGs upregulated in mature cluster roots were numerous candidates related to P acquisition. Using a Welch *t*‐test (*P* < 0.05) on the DEGs allowed further narrowing down of candidates. 

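The second criterion of the paper was applied here to the CPM values in the authors' deposited table. Of the contigs higher in MCR, 371 had a p below 0.05 in a two-sided Welch's t-test, without adjustment, and 0 of these were uneven. An uneven contig, as defined here, cannot reach such a p in this test with 3 values in each root type, so the criterion leaves out all uneven contigs. On log2 CPM, a scale chosen after the values were seen, 831 met it. Such a test rests on an approximation with 3 values in each root type. As a count that needs none, 1129 of the contigs higher in MCR in that table had every MCR library above every TCR library, as had 3472 of those higher in TCR in the other direction.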

The selected candidates included DEGs encoding four phosphate transporters, nine purple acid phosphatases, one ALMT family gene, one fumarase, one malate dehydrogenase, one phospho*enol*pyruvate carboxylase, one citrate synthase, and two multidrug and toxic compound extrusion (MATE) family genes (Fig. 3c).

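All 20 contigs of Fig. 3c were past the threshold higher in MCR, and in each of them every MCR library lay above every TCR library. Together with the 9 contigs that the paper names elsewhere, 29 of 29 passed both over all contigs tested and adjusted over the list alone. The paper chose them on these libraries, so neither adjustment is independent evidence, nor is the lack of overlap. Without TCR1 15 of the 29 passed and without TCR2 16. The phosphoenolpyruvate carboxylase TRINITY_DN2771_c0_g1 had 7964 ± 1191 CPM in MCR and 1592 ± 56.4 CPM in TCR (SD, n = 3 each), a log2 fold change of 2.32 (standard error 0.29, adjusted p = 0.00664 from edgeR's quasi-likelihood test). The fumarase TRINITY_DN611_c0_g1 had 432 ± 98.7 and 141 ± 2.72 CPM (log2 fold change 1.62, standard error 0.27, adjusted p = 0.0157). For the malate dehydrogenase TRINITY_DN3505_c0_g1 the values were 663 ± 80.4 and 269 ± 20.3 CPM (1.30, standard error 0.25, adjusted p = 0.0236), and for the citrate synthase TRINITY_DN13857_c0_g1 371 ± 61.4 and 153 ± 14.7 CPM (1.28, standard error 0.26, adjusted p = 0.0278). Without TCR1 the adjusted p of these 4 contigs was 0.0767, 0.121, 0.181 and 0.190, and without TCR2 0.0696, 0.110, 0.144 and 0.170. That of the citrate synthase contig was also 0.0527 without MCR1. The log2 fold changes of the 4 contigs were 2.30, 1.62, 1.25 and 1.22 without TCR1, and 2.34, 1.63, 1.36 and 1.27 without TCR2. The lowest adjusted p of the 4 contigs over the 16 alternatives (the abundance trend among these was chosen after the values were seen) was 1.01e-23, 1.34e-10, 6.40e-16 and 6.79e-07. Under an alternative chosen after the values were seen, with the abundance trend as every contig's dispersion, the malate dehydrogenase and citrate synthase contigs had 0.0709 and 0.0781. The 9 purple acid phosphatase contigs had log2 fold changes from 2.15 (TRINITY_DN4371_c0_g3) to 10.03 (TRINITY_DN2498_c0_g1), with adjusted p from 0.00161 to 0.0146. The most abundant of them was TRINITY_DN1306_c0_g1 with 3062 ± 149 CPM in MCR and 300.0 ± 46.6 CPM in TCR. Several of these contigs share an Arabidopsis match (PAP10), so reads can be divided among close copies. TRINITY_DN4738_c0_g1 and TRINITY_DN4371_c0_g3 had adjusted p of 0.0936 and 0.0706 without TCR1 and 0.0699 and 0.0606 without TCR2, and TRINITY_DN10615_c0_g2 had 0.0513 under limma-voom. The purple acid phosphatase class as a whole had 20 contigs higher in MCR and 0 in TCR (adjusted p = 1.12e-11, Fisher's exact test), with 26 and 2 at an unadjusted p below 0.05, 25 and 1 under DESeq2 and 15 and 1 under limma-voom. From the genes that met both criteria, the paper takes those of phosphate uptake, phosphatase activity and carboxylate synthesis and transport as candidates for P acquisition in mature cluster roots.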

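The contig TRINITY_DN845_c1_g1, annotated as an aluminum-activated malate transporter family protein by its Arabidopsis match AT4G00910.1, had 379, 450 and 477 counts in MCR1, MCR2 and MCR3 and 68, 77 and 217 counts in TCR1, TCR2 and TCR3. After TMM normalization this was 27.6 ± 1.69 CPM in MCR and 7.13 ± 4.05 CPM in TCR (SD, n = 3 each), a log2 fold change of 1.95 (standard error 0.45, adjusted p = 0.0422 from edgeR's quasi-likelihood test). Every MCR library lay above every TCR library, and TCR3, at 11.8 CPM, was the highest of the TCR libraries. The direction held in all 16 alternatives, with log2 fold changes between 1.71 and 2.56 and adjusted p between 0.000200 and 0.197, and the threshold was passed in 10 of them. The abundance trend as dispersion, with an adjusted p of 0.0285, is among these 10 and was chosen after the values were seen. The adjusted p was 0.0714 with library size alone, 0.197 without TCR1, 0.186 without TCR2, 0.112 without MCR1, 0.114 without MCR2 and 0.0515 without MCR3. The aluminum-activated malate transporter class had 1 contig higher in MCR and 2 contigs higher in TCR past the threshold. The authors' deposited table lists 3 contigs of the class as higher in MCR, and 2 of these were uneven.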

For further investigation to identify a gene that affects carboxylate exudation, one specific transcript of interest in regulating carboxylate exudation was TRINITY_DN845_c1_g1, a DEG encoding an ALMT that is a candidate for a malate transporter. We named this transcript *HalALMT1*. 

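Of the contigs annotated as MATE efflux proteins, TRINITY_DN255355_c0_g1 had 107 ± 6.37 CPM in MCR and 0.269 ± 0.210 CPM in TCR (SD, n = 3 each), a log2 fold change of 8.55 (standard error 0.62, adjusted p = 0.00200 from edgeR's quasi-likelihood test), and was past the threshold in all 16 alternatives (the abundance trend among these was chosen after the values were seen). TRINITY_DN4986_c0_g1 had 10.9 ± 2.77 CPM in MCR and 0.134 ± 0.117 CPM in TCR, a log2 fold change of 6.22 (standard error 0.97, adjusted p = 0.0124), with an adjusted p of 0.0756 without TCR2 and of 1.95e-15 to 0.0756 over the 16 alternatives. The MATE class had 4 contigs higher in MCR and 10 higher in TCR, which was not past the threshold (adjusted p = 0.824, Fisher's exact test). Against the split of the other called contigs, which moved toward MCR, the class had an excess toward TCR in the fit with the replicate block, with 5 and 14 contigs (adjusted p = 0.0317), with every contig that had a read (adjusted p = 0.0312) and with the abundance trend as dispersion (0.0147), chosen after the values were seen.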

The other two candidates that may be involved in citrate exudation were two MATE family transporters. However, LaMATE, which is upregulated under low‐P conditions and strongly expressed in mature cluster roots of *L. albus*, is not involved in citrate transport but in isoflavonoid transport (Uhde‐Stone *et al*., 2005; Zhou *et al*., 2021). Since several ALMTs, such as LaALMT1, AtALMT3, and GmALMT5, have been characterized as malate transporters involved in P acquisition (Peng *et al*., 2018; Maruyama *et al*., 2019; Zhou *et al*., 2020), we further investigated whether HalALMT1 mediates malate release.

The coding region of *HalALMT1* (accession no. LC833900) was 1485 bp. The deduced amino acid sequence consisted of 495 residues with a predicted molecular mass of 54.7 kDa. The predicted protein was hydrophobic having six putative transmembrane domains based on TMHMM (https://services.healthtech.dtu.dk/services/TMHMM‐2.0/), suggesting it is a membrane‐bound protein. A search of the protein database (the National Center for Biotechnology Information, https://www.ncbi.nlm.nih.gov/) identified a gene encoding ALMT10 in *Telopea speciosissima* (Proteaceae) with 78% of amino acid sequence identity. According to quantitative polymerase chain reaction analysis, *HalALMT1* mRNA accumulation in mature cluster roots was approximately eight times greater than that in tips of cluster‐bearing lateral roots (Fig. S3a).

### HalALMT1 transport activity and response to aluminum

The relative expression of *HalALMT1* tended to be upregulated after exposure to 100 μM Al^3+^ for 3 h, although this induction was not statistically significant (Fig. S3a). Within *c*. 3 kbp upstream of the *HalALMT1* coding region (accession no. LC833901), we found a total of 37 putative ART1 binding *cis*‐elements known to play a role in the Al response (GGN(T/g/a/C)V(C/A/g)S(C/G); Yokosho *et al*., 2016). However, the 15 bp STOP1 binding *cis*‐element known to meditate aluminum‐induced expression of *ALMT1* in *A. thaliana* (GGGGAGGGCTTAACT; Tokizawa *et al*., 2021) was not found in that region. We conducted a phylogenetic analysis of HalALMT1 based on predicted full‐length amino acid sequences and several well‐characterized orthologs such as 14 ALMTs from *A. thaliana*, two ALMTs from *L. albus*, and other related ALMTs to predict the element‐responsive specificity of HalALMT1 (Fig. S3b). The HalALMT1 sequence grouped in Clade 4 (Fig. S3b), displaying 53% of amino acid identity with AtALMT10 from *A. thaliana*, a sequence that remains uncharacterized, and 50.7% of amino acid identity with LaALMT1 from *L. albus* (Zhou *et al*., 2020).

We examined the malate‐transport activity of HalALMT1 electrophysiologically in *Xenopus laevis* oocytes using the two‐electrode voltage clamp method. Oocytes expressing HalALMT1 and pre‐injected with malate exhibited substantially greater inward currents in response to a series of voltage steps from −140 to +40 mV than oocytes injected with water (Fig. 4a,b). Moreover, exposure of HalALMT1‐expressing oocytes to 100 μM AlCl_3_ (pH 4.5) further increased these currents (Figs. 4a,b, S4). Comparatively, the reversal potential, which is the voltage at which the net current is zero and indicates that HalALMT1 currents are mediated by anion efflux, shifted more in the positive direction with malate pre‐injection than that of oocytes with water pre‐injection (Fig. 4b). This shift revealed that HalALMT1 was capable of mediating malate efflux from the cell and that this process was enhanced by Al^3+^. On the other hand, pre‐injection of HalALMT1‐expressing oocytes with citrate failed to alter either inward currents or shift the reversal potential (Fig. S5). The observation of fluorescence from HalALMT1 fused with green fluorescent protein (HalALMT1::GFP) confirmed its localization to the oocyte plasma membrane (Fig. 4c).

**Fig. 4:**
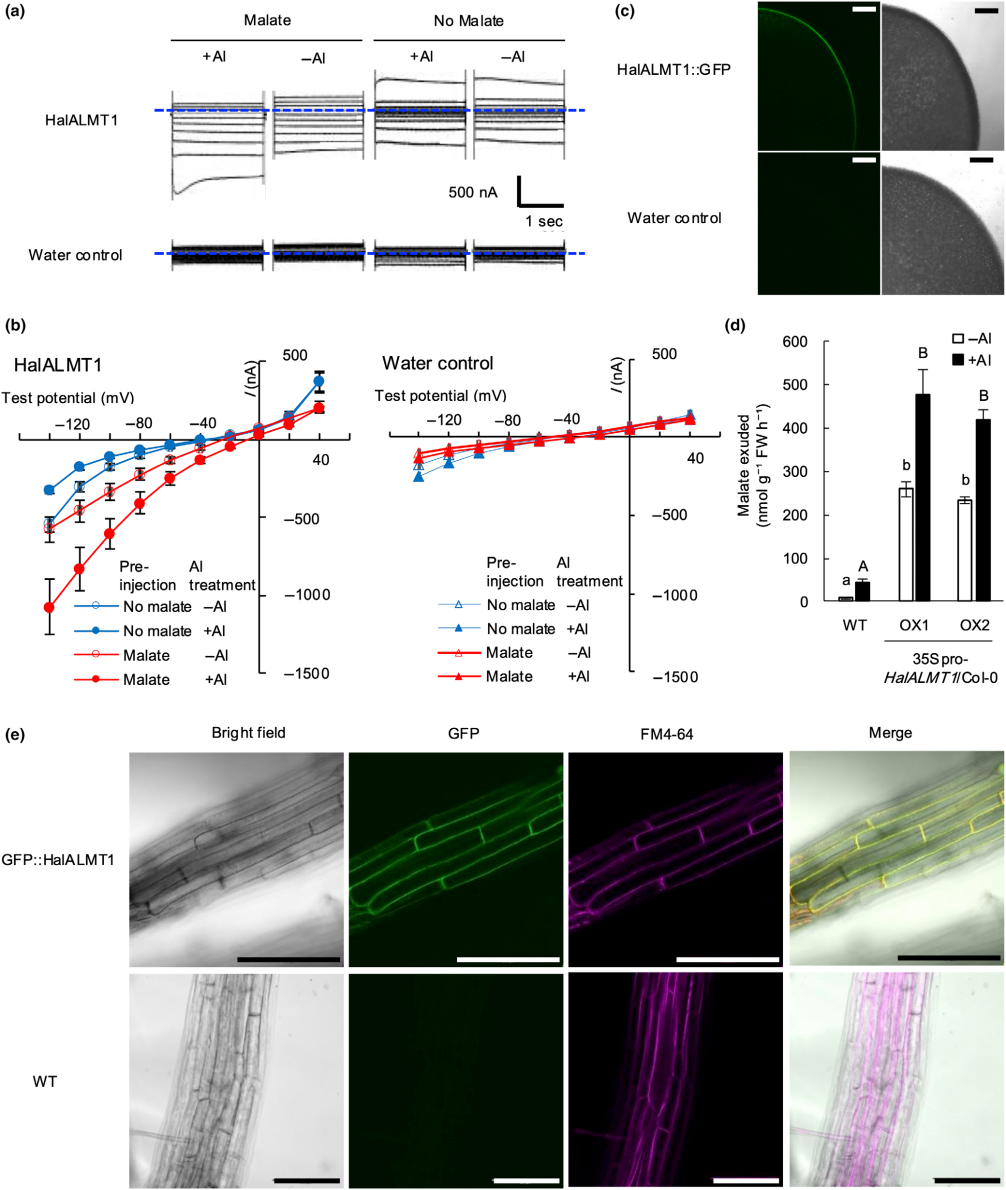
Malate‐transport capacity of Aluminum‐activated Malate Transporter 1 in *Hakea laurina* (HalALMT1). (a) Electrophysiological properties of HalALMT1 expressed in *Xenopus* oocytes. Representative currents were recorded from oocytes expressing HalALMT1 in the ND96 solution (pH 4.5) (96 mM NaCl, 1.8 mM CaCl_2_, 1 mM KCl, 0.1 mM LaCl_3_, 210 mOsm kg^−1^ with sorbitol). Water‐injected oocytes instead of cRNA‐injected oocytes were used as the control. Oocytes were pre‐injected with sodium malate before the start of measurement (Malate) or were not pre‐injected (No malate). The dotted blue line represents zero current (0 nA). (b) The oocytes were incubated for 3 to 4 d after cRNA injection, then used for the two‐electrode voltage clamp analysis after sodium malate was pre‐injected (Malate), or directly (No malate) before measurements. The oocyte membrane was clamped to the holding potentials (−20 mV), and voltage pulses were applied in 20 mV increments from −140 to +40 mV. The bath solutions were basically ND 96 pH 4.5. AlCl_3_ was added at 100 μM final concentration into the bath solution. Data are presented as the means ± SE (*n* = 12–14) and report the mean value of currents in oocytes independently obtained from two donor frogs (*n* = 14: ALMT1 pre‐injected malate and + Al, *n* = 12: others). Statistical tests were conducted at −100 mV and are shown in Supporting Information Fig. S4. (c) Localization of 35Spro‐HalALMT1::GFP protein (C‐terminal fusion) in oocytes. (d) Malate exuded (nmol g^−1^FW h^−1^) from the roots of wild‐type (WT; Col‐0) and 35Spro‐*HalALMT1*/Col‐0 (OX1 and OX2). Roots of seedlings cultivated in ½ Murashige and Skoog (MS) for 25 d were incubated in 10 ml water or 13.6 μM AlCl_3_ solution for 24 h to collect root exudates. Malate was measured by ion chromatography. Malate exudation was compared using the Tukey–Kramer test among the WT and two transgenic lines. Different letters show a statistically significant difference (*P* < 0.05; Tukey–Kramer). Error bars indicate SE. (e) Intracellular localization of 35Spro‐GFP::HalALMT1 protein (N‐terminal fusion) in transgenic seedlings. Seedlings grown under ½ MS medium for 20 d were used: bright‐field images, GFP fluorescence images, plasma membranes stained with FM4‐64, and merged images under GFP::HalALMT1 line and WT, respectively. Bars, 100 μm in all images. Al, aluminum, GFP, green fluorescent protein.

To further investigate whether *HalALMT1* is involved in malate exudation in plants, we constructed two independent *Arabidopsis* T_2_ generation lines overexpressing *HalALMT1* driven by the Cauliflower Mosaic Virus 35S promoter (OX1 and OX2) (Fig. S6). Malate was exuded more rapidly at 246 nmol g^−1^ FW h^−1^, in the OX1 and OX2 transgenic lines than in the WT (Fig. 4d). Furthermore, the exposure of the two transgenic lines to 13.6 μM AlCl_3_ further enhanced malate exudation to an average of 448 nmol g^−1^ FW h^−1^, while the WT released malate at 11 and 43 nmol g^−1^ FW h^−1^ under −Al and +Al conditions, respectively. This confirms the responsiveness of HalALMT1 to Al^3+^.

We examined the impact of HalALMT1 expression on plant functioning during long‐term Al^3+^ exposure in two independent *Arabidopsis* T_2_ generation lines overexpressing *HalALMT1* in an *atalmt1* background. Assays by quantitative polymerase chain reaction confirmed induction of *AtALMT1* in roots of WT under +Al conditions and showed *HalALMT1* mRNA accumulation in the roots of the two independent 35Spro‐*HalALMT1*/*atalmt1* lines (Fig. S7a). The average relative root length under +Al conditions for the two complemented lines was 63% of the root length in the absence of Al^3+^, significantly greater than that of *atalmt1* (Fig. S7b,c).

Subcellular localization of HalALMT1 was examined by creating an N‐terminal fusion of its cDNA with the GFP gene and overexpressing the construct in *A. thaliana* under the control of the 35S promoter (Fig. 4e). The GFP::HalALMT1 fluorescence corresponded precisely with the red fluorescence of FM4‐64 (magenta in the images), which stained the plasma membrane in the short term (Fig. 4e).

### Exudative potential of cluster roots

We determined the spatial expression patterns of *HalALMT1* mRNA in cluster roots of *H. laurina* by whole‐mount *in situ* hybridization in longitudinal and cross sections of the rootlets. The leaf P concentration of harvested seedlings was 0.16 ± 0.01 mg P g^−1^ DW, similar to that of plants in their natural habitat. *HalALMT1* mRNA accumulated in mature cortex cells *c*. 500 μm behind the rootlet tips (Figs. 5, S8). We observed fluorescence from the precipitate generated from ELF‐97 by acid phosphatase activity in specific areas of the root. In noncluster roots, fluorescence was localized around the stele, endodermis, and epidermis (Fig. 6a,b). By contrast, we observed stronger and more generalized fluorescence throughout cluster rootlets, particularly in the apoplast of the cortex where HalALMT1 was highly expressed (Fig. 6c,d). The fluorescence in noncluster roots was much weaker (Fig. 6).

**Fig. 5:**
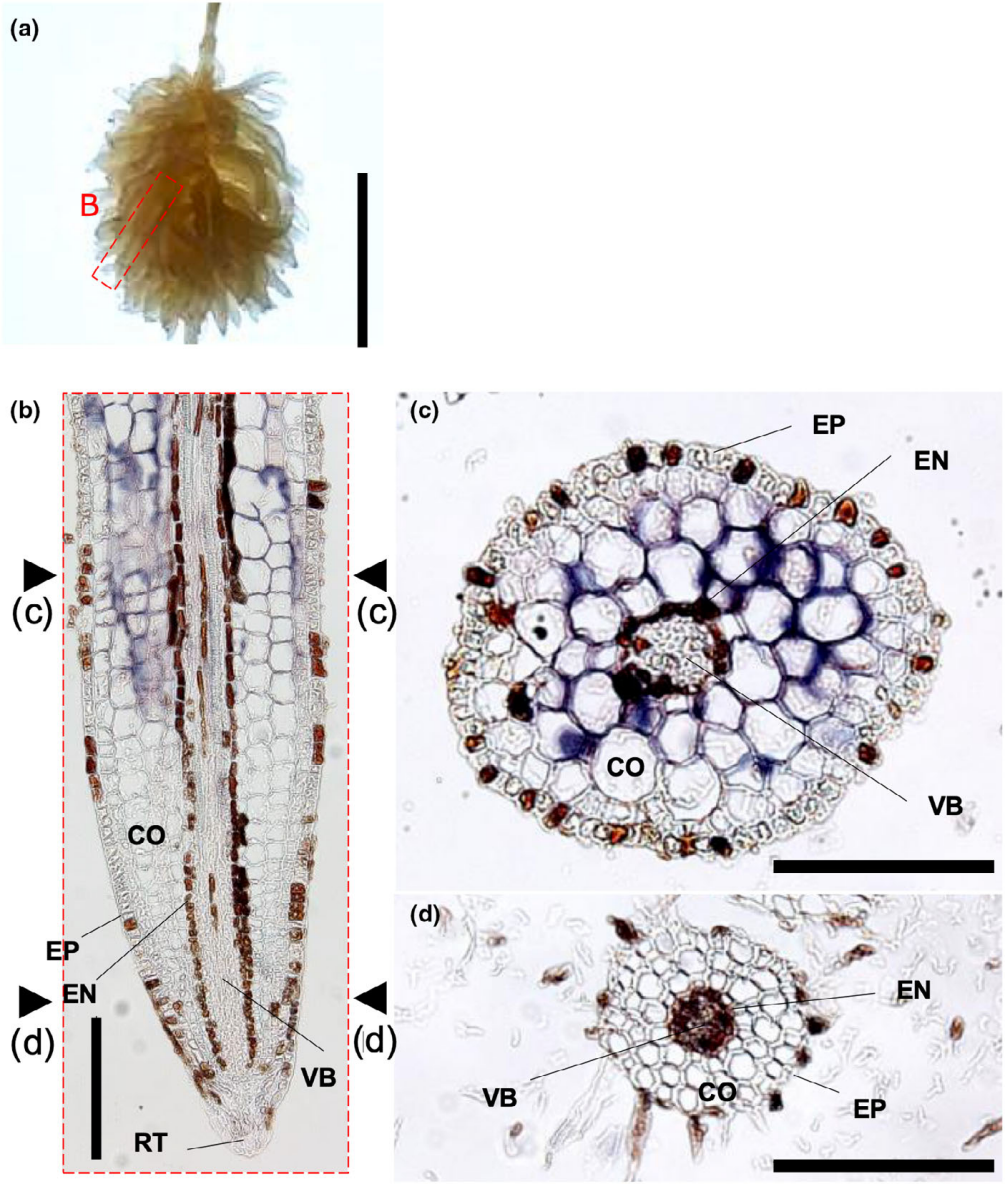
Spatial expression patterns of *Hakea laurina Aluminum‐activated Malate Transporter 1* (*HalALMT1*) mRNA in cluster rootlets of *Hakea laurina* were observed by *in situ* hybridization. Hybridization was visualized by the purple color produced with digoxigenin. (a) Cluster roots were harvested from hydroponically cultivated *H. laurina* under low‐phosphorus conditions. Bar, 0.5 cm (a). (b) A representative longitudinal section, and (c, d) cross section of a rootlet. The reproducibility of *in situ* hybridization was confirmed in at least six samples. Other observations are presented in Supporting Information Fig. S8. CO, cortex; EN, endodermis; EP, epidermis; RT, root tip; VB, vascular bundle. Bars, 200 μm (b–d).

**Fig. 6:**
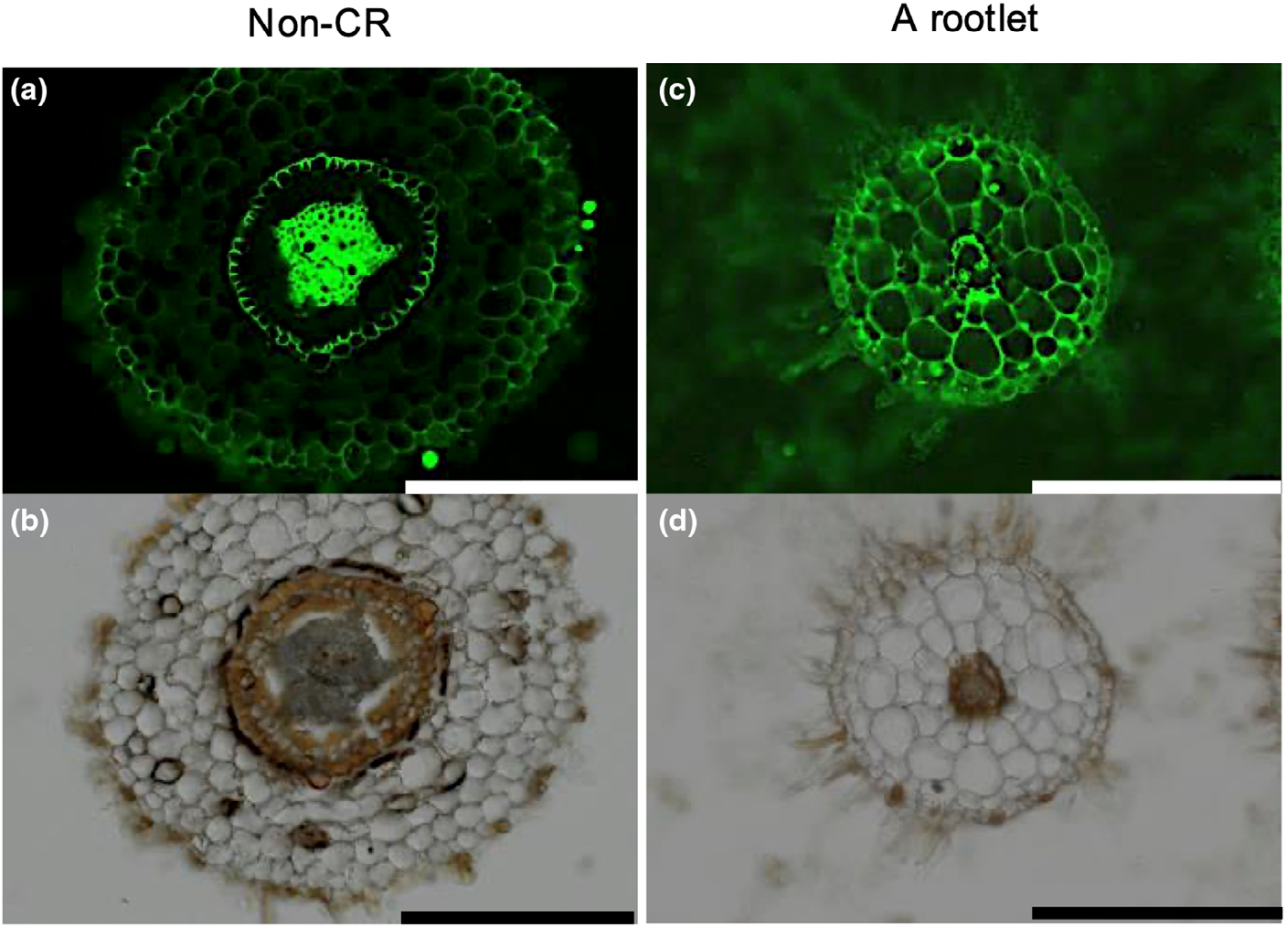
Histochemical activity of acid phosphatase for a noncluster root (non‐CR) and a cluster rootlet (a rootlet) of *Hakea laurina* using ELF97 phosphate as a substrate after *c*. 5 yr of cultivation in low‐phosphorus hydroponics. After mounting mature CRs in optimal cutting temperature compound, each 50 μm section was cut with a cryostat. The activity staining and autofluorescence on the cross section are shown in (a) and (c), and in (b) and (d), respectively. Bars, 200 μm in all images.

We stained suberized cells in roots with Fluorol Yellow 088. Fluorescent cells were mainly localized to the endodermis of noncluster roots as well as the central root of cluster roots (Fig. 7a–d). We also detected partially stained cells in the endodermis of cluster rootlets, although the signal was weaker than that in the central part of the cluster roots (Fig. 7a,b,e,f). By contrast, we did not detect any suberized lamellae in exodermal cell layers of cluster rootlets (Fig. 7).

**Fig. 7:**
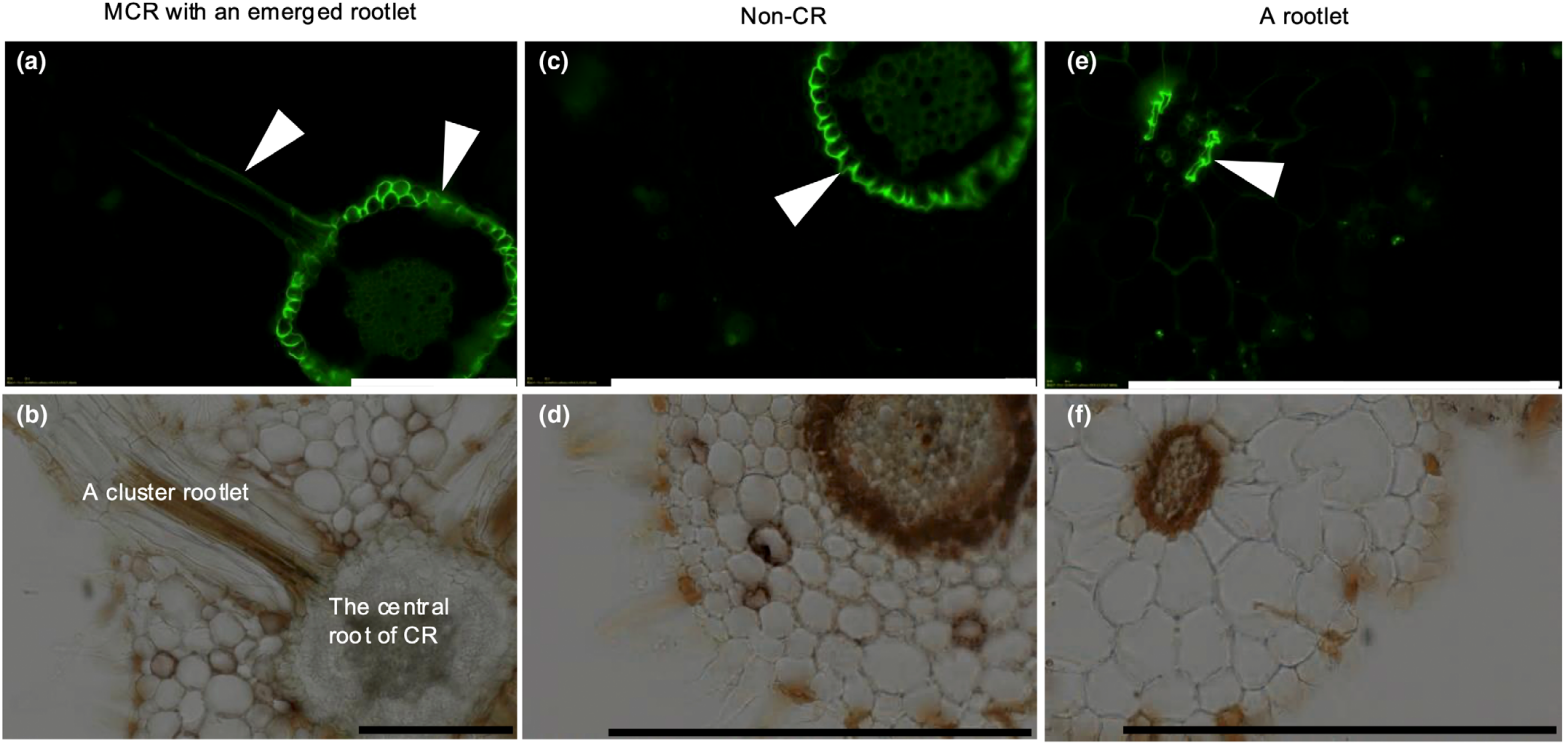
Histochemical root analysis of *Hakea laurina* after *c*. 5 yr of cultivation in hydroponics. After mounting mature cluster roots (MCR) and noncluster roots (non‐CR) in optimal cutting temperature compound, each 50‐μm section was cut with a cryostat. Cross sections were stained with 0.01% (w/v) Fluorol Yellow 088, and then, the presence of suberin was detected by yellow‐green fluorescence under a fluorescence microscope, Apex view APX100. (a) and (b) show MCR with an emerged rootlet, (c) and (d) show a mature non‐CR, (e) and (f) show a mature cluster rootlet. Arrow heads indicate suberized lamellae. Bars, 200 μm in all images.

## Discussion

### *Hakea laurina* exhibited high phosphorus‐acquisition capacity in mature cluster roots

Based on our investigations in the natural habitat of *H. laurina* and the hydroponic experiment, we conclude that *H. laurina* has outstanding tolerance of low‐P conditions. The resin P concentration in the soils across the Jurien Bay, Guilderton, Yalogorup, and Warren chronosequences of coastal sand dunes in southwest Australia, known for their extreme P impoverishment, is below 2.5 mg P kg^−1^ soil (Turner *et al*., 2018). The resin P concentration in the natural habitat of *H. laurina* at Fitzgerald River National Park, which also consists of highly weathered sands, was at the lower end of those concentrations.

The physiological mechanisms of cluster roots that contribute to low‐P tolerance in *H. laurina* share similar characteristics with those of cluster roots of other Proteaceae as well as *L. albus* (Neumann *et al*., 2000; Lambers *et al*., 2022). Malate, citrate, and acid phosphatase exudation occurred in a development‐dependent manner, peaking in mature cluster roots before declining in senescing cluster roots, similar to the response in many other Proteaceae (Lambers *et al*., 2022). While different Proteaceae exhibit variation in the types of carboxylates they secrete, *H. laurina* primarily secreted citrate and malate, similar to *H. prostrata* (Shane *et al*., 2004a). *Hakea laurina* possessed a similar capacity for carboxylate secretion (2.2 μmol citrate g^−1^ FW h^−1^ and 2.5 μmol malate g^−1^ FW h^−1^) as *H. prostrata* and *L. albus*. The maximum combined secretion rate of citrate and malate in *H. prostrata* across the whole root system is 2.2 μmol g^−1^ FW h^−1^ (Shane *et al*., 2004a), while the maximum citrate secretion rate in mature cluster roots of *L. albus* is 2.4 μmol g^−1^ FW h^−1^ (Keerthisinghe *et al*., 1998).

Transcriptomic analysis identified several factors underlying enhanced carboxylate exudation and cluster‐root formation. Most of the KEGG pathways enriched in mature cluster roots are involved in carboxylate metabolism, which would support an increase in the supply of malate and citrate. The significant amounts of acid phosphatase in mature cluster roots suggests it makes an effective contribution to phosphate mobilization from organic P. The combination of organic anions and acid phosphatase synergistically enhances the mobilization of soil organic P (Furutani *et al*., 2017; Giles *et al*., 2017). 

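The phosphate transporter class had 5 contigs higher in MCR and 1 higher in TCR past the threshold (adjusted p = 0.0164, Fisher's exact test over the 24 classes). The adjusted p was 0.623 without TCR1, 0.414 without TCR2 and 0.380 with each Arabidopsis gene counted once. In the authors' deposited table, 27 of the 33 contigs of this class higher in MCR were uneven. TRINITY_DN1936_c1_g1, matched to PHT1;5, had 999 ± 74.0 CPM in MCR and 9.30 ± 9.62 CPM in TCR (SD, n = 3 each), a log2 fold change of 6.74 (standard error 0.86, adjusted p = 0.00702 from edgeR's quasi-likelihood test). TRINITY_DN16295_c0_g1, with the same match, had 107 ± 44.1 CPM and 0.328 ± 0.0727 CPM (log2 fold change 8.32, standard error 0.54, adjusted p = 0.00161). Both were past the threshold in all 16 alternatives (the abundance trend among these was chosen after the values were seen). The contig of the class that the paper does not name among its candidates, TRINITY_DN9530_c0_g1, had 13.2 ± 7.29 CPM in MCR and a log2 fold change of 3.52 (adjusted p = 0.0393), and is given after its values were seen.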

Finally, the increased expression of phosphate transporters provides a mechanism for phosphate uptake.

### *Hakea laurina* sustained low internal phosphorus concentrations

*Hakea laurina* showed another low‐P tolerance strategy by maintaining plant growth at low plant internal P. The average leaf P concentration in several Proteaceae growing in their natural habitat of P‐impoverished Bassendean sand in Alison Bird Reserve near Perth is 0.26 mg P g^−1^ DW (Liu *et al*., 2023) and in Mt. Lesueur National Park near Jurien Bay is 0.27 to 0.34 mg P g^−1^ DW (Pereira *et al*., 2019). Leaf P concentration in *H. prostrata* was 0.20 mg P g^−1^ DW in the Bassendean sand of Mt. Lesueur National Park (Yan *et al*., 2019), similar to the leaf P concentration of *H. laurina* in the present study. Conversely, a high P supply suppressed *H. laurina* growth, demonstrating that it is P sensitive, like many other Proteaceae native to southwest Australia or South Africa (Shane *et al*., 2004b; Hawkins *et al*., 2008). In cluster‐root‐forming *H. prostrata*, another Proteaceae native to southwest Australia, cultivation in hydroponic solutions with a P supply of more than 50 μM P induced P toxicity, resulting in a high leaf P concentration of 9.6 mg P g^−1^ DW (Shane *et al*., 2004b). When supplied with 100 μM P, its leaf P concentration is 13.6 mg P g^−1^ DW. By contrast, *Triticum aestivum* and *Medicago truncatula* reach maximum growth without exhibiting toxicity at a leaf P concentration of 8.7 and 12.9 mg P g^−1^ DW, respectively, when supplied with 1000 μM P (Shane *et al*., 2004b). These results suggest that P excess is not common for Proteaceae native to southwest Australia. In fact, the downregulation of phosphate transporter genes under conditions of excess P supply is attenuated in *H. prostrata* compared with that in other species (Bird *et al*., 2024b), which is a primary reason for P toxicity in this species. *Hakea laurina* potentially possesses not only a great ability for P mining but also a remarkable capability to survive with extremely low internal P concentration, but it has a low tolerance for excessive P.

### Candidate genes involved in phosphorus acquisition and uptake of other elements in mature cluster roots

RNA‐Seq comparison between tips of cluster‐bearing lateral roots and mature cluster roots revealed multiple key candidate genes functioning in mature cluster roots that increase P acquisition, such as phosphate transporters, malate and citrate transporters, citrate synthases, and acid phosphatases. The accumulation of these transcripts potentially enables effective P acquisition by cluster roots. Interestingly, the top two dominant phosphate transporters, TRINITY_DN873_c0_g1 and TRINITY_DN873_c0_g2, were localized to a Proteaceae‐specific clade of PHT1 sequences that contains the *H. prostrata* sequences HpPHT1;11 and HpPHT1;12 (Nestor *et al*., 2024), with *HpPHT1;12* being induced in mature cluster roots compared with white roots in *H. prostrata* (Bird *et al*., 2024b). These results indicate that *Hakea* species upregulate Proteaceae‐specific phosphate transporters in mature cluster roots. 

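By mean CPM in MCR, TRINITY_DN873_c0_g1 ranked 1 and TRINITY_DN873_c0_g2 ranked 2 among the 5 phosphate transporter contigs past the threshold. The former had 6254 ± 2073 CPM in MCR and 1116 ± 108 CPM in TCR (SD, n = 3 each), a log2 fold change of 2.49 (standard error 0.37, adjusted p = 0.0105 from edgeR's quasi-likelihood test). The latter had 2215 ± 544 CPM in MCR and 21.8 ± 23.9 CPM in TCR, a log2 fold change of 6.67 (standard error 0.95, adjusted p = 0.00969). The difference in MCR between the first and the second contig was larger than the SD of either. Both have the same Arabidopsis match (PHT1;3) and come from 1 Trinity component, so the estimate can divide shared reads between them. Without TCR1 the adjusted p was 0.0940 and 0.0591, and for TRINITY_DN873_c0_g1 it was 0.0825 without TCR2. Over the 16 alternatives (the abundance trend among these was chosen after the values were seen) the lowest adjusted p of the pair was 9.28e-14 and 8.07e-57.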

The genes encoding the HpPHT1;11 and HpPHT1;12 sequences are a highly duplicated and rearranged array of PHT1 genes and pseudogenes within a 150 kbp segment on chromosome 11 of *H. prostrata* that is also highly rearranged in the genome of *Telopea speciosissima* (Proteaceae) compared with that of *Macadamia integrifolia* (Proteaceae) (Nestor *et al*., 2024). Genome sequencing may aid in more completely detecting PHT1 genes in *H. laurina*, as TRINITY_DN873_c0_g1 had nine isoforms based on the transcriptome development in the present study.

In addition to P‐related genes, several genes related to uptake of other elements were highly expressed in mature cluster roots, such as two nitrate‐uptake transporters (TRINITY_DN21564_c0_g1 and TRINITY_DN4631_c0_g1), three potassium channels (TRINITY_DN35317_c0_g1, TRINITY_DN5232_c0_g1, and TRINITY_DN5449_c0_g1), one zinc‐regulated transporter (ZRT)/iron‐regulated transporter (IRT)‐like protein (TRINITY_DN2164_c1_g1), two ferric chelate reductase (FER)‐like regulators of iron uptake (TRINITY_DN772_c0_g3 and TRINITY_DN4354_c1_g1), and one natural resistance‐associated macrophage protein (NRAMP) metal ion transporter (TRINITY_DN3374_c0_g1). 

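All 9 of these contigs were higher in MCR and past the threshold, with every MCR library above every TCR library. The paper named them on the same libraries, so this is not independent evidence. The nitrate transporter contigs TRINITY_DN21564_c0_g1 and TRINITY_DN4631_c0_g1 had log2 fold changes of 5.21 (standard error 0.56, adjusted p = 0.00427 from edgeR's quasi-likelihood test) and 3.11 (standard error 0.45, adjusted p = 0.0100). Of the potassium channel contigs, TRINITY_DN35317_c0_g1 was the most abundant, with 1970 ± 224 CPM in MCR and 296 ± 14.7 CPM in TCR (SD, n = 3 each) and a log2 fold change of 2.73 (adjusted p = 0.00368). TRINITY_DN5449_c0_g1 (HAK5) had a log2 fold change of 3.70 (adjusted p = 0.00601) and TRINITY_DN5232_c0_g1 (AKT1) 1.85 (adjusted p = 0.0226). The ZRT/IRT-like contig TRINITY_DN2164_c1_g1 rose from 12.5 ± 2.20 CPM in TCR to 73.0 ± 7.06 CPM in MCR (log2 fold change 2.55, adjusted p = 0.00457). The contigs matched to FIT1, TRINITY_DN772_c0_g3 and TRINITY_DN4354_c1_g1, had log2 fold changes of 4.56 (adjusted p = 0.0192) and 5.17 (adjusted p = 0.00526), and the NRAMP2 contig TRINITY_DN3374_c0_g1 had 1.98 (adjusted p = 0.0152). TRINITY_DN21564_c0_g1, TRINITY_DN35317_c0_g1, TRINITY_DN2164_c1_g1 and TRINITY_DN4354_c1_g1 were past the threshold in all 16 alternatives (the abundance trend among these was chosen after the values were seen). Without TCR1 the adjusted p was 0.0617 for TRINITY_DN4631_c0_g1, 0.142 for TRINITY_DN5232_c0_g1, 0.0516 for TRINITY_DN5449_c0_g1, 0.102 for TRINITY_DN772_c0_g3 and 0.107 for TRINITY_DN3374_c0_g1. Without TCR2 it was 0.0662 for TRINITY_DN4631_c0_g1, 0.131 for TRINITY_DN5232_c0_g1, 0.0791 for TRINITY_DN772_c0_g3 and 0.0645 for TRINITY_DN3374_c0_g1. For TRINITY_DN5232_c0_g1 it was also 0.0643 without MCR1 and 0.0632 without MCR2, and its lowest value over the 16 alternatives was 5.01e-06.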

The upregulation of the expression of these genes suggests that cluster‐root function in the uptake of elements other than P. Overall, this transcriptomic regulation appears to be a common strategy not only for P uptake but also uptake of other elements, as evidenced by *L. albus* accumulating similar transcripts in cluster roots (Secco *et al*., 2014; Le Thanh *et al*., 2021). Since *L. albus* is a crop Fabaceae and *H. laurina* is a woody Proteaceae, this strategy appears to represent convergent evolution of cluster roots.

### Functions supporting cluster‐root formation in tips of cluster‐bearing lateral roots

The fresh mass of a single mature cluster root formed by *H. prostrata* is *c*. 2.5 g, which is about five times greater than that of an emerging cluster root (Shane *et al*., 2004a). Cluster‐root‐forming species must allocate resources to cluster roots while growing under low‐P conditions. RNA‐Seq results showed 10 DEGs encoding cellulose synthase were upregulated in tips of cluster‐bearing lateral roots. Additionally, enzymes related to lignin synthesis, such as 4‐coumarate ligase, cinnamoyl‐CoA reductase, and cinnamyl alcohol dehydrogenase, were upregulated in tips of cluster‐bearing lateral roots, while none of these functions were found among the DEGs upregulated in mature cluster roots. These enzymes are involved in the formation of the plant carbon skeleton, suggesting that tips of cluster‐bearing lateral roots prioritize maturing instead of releasing carboxylates, whereas mature cluster roots are specialized in carboxylate exudation.

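Counting also names with a hyphen between cellulose and synthase, a choice made after the values were seen, 6 contigs annotated as cellulose synthase or cellulose synthase-like were past the threshold higher in TCR and 0 higher in MCR. At an unadjusted p below 0.05 the numbers were 10 and 4, under DESeq2 8 and 1, and under limma-voom 6 and 0. They were 10 and 7 with the replicate block. Higher in TCR, 1 contig was left without TCR1, 2 without TCR2, 4 without TCR3, 3 without MCR1, 4 without MCR2 and 8 without MCR3. Without the names with that hyphen 3 contigs were higher in TCR, with log2 fold changes between -4.89 and -3.58 (MCR over TCR) and adjusted p of at most 0.0124 in edgeR's quasi-likelihood test. The authors' deposited table lists 6 contigs as higher in TCR without these names and 10 with them, and 7 as higher in MCR in either count, all 7 of them uneven.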

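Past the threshold, 4-coumarate ligase had 1 contig higher in TCR (TRINITY_DN4721_c0_g1, log2 fold change of MCR over TCR -3.58, adjusted p = 0.0179 from edgeR's quasi-likelihood test) and 1 higher in MCR (TRINITY_DN463_c1_g1, 6.79, adjusted p = 0.00688). The words for cinnamoyl-CoA reductase matched 3 contigs higher in TCR, of which TRINITY_DN10518_c0_g1 is annotated as the reductase (-1.53, adjusted p = 0.0216) and the other 2 as hydroxycinnamoyl transferases, and 1 higher in MCR (TRINITY_DN3282_c0_g3, 5.19, adjusted p = 0.00806). Cinnamyl alcohol dehydrogenase had 1 contig higher in MCR (TRINITY_DN2698_c0_g1, 3.66, adjusted p = 0.00424) and 0 higher in TCR. At an unadjusted p below 0.05 its numbers were 4 and 1, under DESeq2 3 and 1, under limma-voom 1 and 0, and with the replicate block 6 and 1. Toward MCR this class passed the threshold under the edgeR exact test (adjusted p = 0.0153), the CPM minimum in at least 3 libraries (0.0466), filterByExpr (0.0497) and without MCR3 (0.0473), against an adjusted p of 0.431 from Fisher's exact test over the contigs called here. The contigs named here were chosen after their values were seen. In the authors' deposited table 1, 2 and 6 contigs of the 3 enzymes are higher in MCR, of which 0, 1 and 2 were uneven, and 1, 3 and 1 match the same words higher in TCR.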

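The brassinosteroid biosynthesis class had 4 contigs past the threshold higher in TCR and 0 higher in MCR (adjusted p = 0.661, Fisher's exact test over the 24 classes), and the flavonoid biosynthesis class 12 and 0 (adjusted p = 0.126). At an unadjusted p below 0.05 of the contigs they had 5 and 16 contigs higher in TCR, under DESeq2 5 and 15, and under limma-voom 4 and 14, with 0 higher in MCR in each case. The adjusted p of the classes was 0.0317 and 6.43e-06 with the replicate block. The flavonoid class also passed the threshold with every contig that had a read (5.71e-06), under the edgeR exact test (0.0202) and DESeq2 (0.00435), without MCR1 (0.0270) and without MCR3 (0.00797), and with the abundance trend (1.39e-06), chosen after the values were seen. The brassinosteroid class also passed with every contig that had a read (0.0312). The authors' deposited table lists 5 and 17 contigs of these classes as higher in TCR, of which 0 and 1 were uneven, and none as higher in MCR.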

The enrichment in tips of cluster‐bearing lateral roots of the KEGG pathways brassinosteroid biosynthesis and flavonoid biosynthesis suggests a role in the formation of young roots, including young cluster roots. Brassinosteroids interact with other signaling molecules such as auxin or glucose and regulate lateral root development in *A. thaliana* (Bao *et al*., 2004; Gupta *et al*., 2015) in an ethylene‐independent manner (Singh *et al*., 2015). These hormones were tested in *L. albus*, where they influence cluster‐root formation (Wang *et al*., 2015). Specifically, treatment with the brassinosteroid antagonist brassinazole inhibits cluster‐root formation in hydroponic culture lacking P (Wang *et al*., 2015). Flavonoids are also involved in cluster‐root formation (Xiong *et al*., 2022). These findings suggest that the mechanisms underlying cluster‐root formation in *H. laurina* are similar to those in *L. albus*, although further studies are needed to corroborate this.

### HalALMT1‐mediated malate release under low‐phosphorus as well as aluminum stress conditions

HalALMT1 shared 51% sequence identity with LaALMT1 (Zhou *et al*., 2020), which functions as a malate transporter involved in P acquisition in cluster roots of *L. albus*. We identified a P1BS motif (Rubio *et al*., 2001) 980–987 bp upstream of the HalALMT1 coding region. This suggests the presence of a binding site for the PHR1 transcription factor that is a central switch in the plant P‐starvation response (Rubio *et al*., 2001).

Results from electrophysiological assays and overexpression of HalALMT1 in *A. thaliana* revealed that the malate transport activity of HalALMT1 was enhanced by AlCl_3_ exposure. Additionally, the recovery of root elongation observed in the complementation of *atalmt1* by 35Spro‐*HalALMT1* suggests a role for HalALMT1 in alleviating Al toxicity. Several ALMT genes have been isolated that show various stress responses while being involved in malate transport. These include family members that are activated by aluminum such as TaALMT1 (Sasaki *et al*., 2004) and AtALMT1 (Hoekenga *et al*., 2006) in Clade1, as well as ALMT family members that are induced by low P availability, such as GmALMT5 (Peng *et al*., 2018) and AtALMT3 (Maruyama *et al*., 2019) in Clade 2, and LaALMT1 (Zhou *et al*., 2020) localized to Clade 4 based on amino acid sequence analysis, which classifies into five clades (Sharma *et al*., 2016). Malate released into the rhizosphere driven by H^+^ export acidifies the rhizosphere, thereby increasing the solubility of Al^3+^ as a toxic substance inhibiting root elongation (Ryan *et al*., 1992). Given that the soils in the natural habitat of *H. laurina* have a moderately low pH, ranging from pH 5.6 to pH 6.0, the rhizosphere pH could become sufficiently acidic (e.g. pH < 5) near cluster roots releasing protons to enhance the Al^3+^ concentration. Thus, HalALMT1 contributes to both P acquisition and alleviation of Al toxicity.

To alleviate Al toxicity, plants usually either accumulate Al followed by sequestration with carboxylates or exclude Al by releasing carboxylates (Kochian *et al*., 2005). The Al concentration in mature leaves of *H. laurina* was relatively low, ranging from 12 to 66 μg Al g^−1^ DW. Some plants accumulate high levels of Al in their leaves, thus coping with acidic and Al‐toxic conditions, reaching over 1000 μg Al g^−1^ DW (Jansen *et al*., 2002). By contrast, Al‐excluders typically accumulate much lower amounts even in acidic environments (Osaki *et al*., 1998). Our results indicate that *H. laurina* is an Al‐excluding plant through carboxylates release, similar to many other Proteaceae (Lambers *et al*., 2022).

### Phosphorus‐acquisition strategies in the cortex of mature cluster roots

For the effective access to P in soil, *H. laurina* released root exudates in a cell‐dependent manner. *In situ* hybridization demonstrated that *HalALMT1* was not localized in the root tip, but in the mature cortical cells of the rootlets, which coincides with the location of enhanced acid phosphatase activity. Both exudation of malate and secretion of acid phosphatase were most pronounced in mature cluster roots among four developmental stages. Moreover, the lack of a suberized exodermis in cluster rootlets suggests that malate and acid phosphatase are exuded from the apoplast of the cortex into the rhizosphere to enhance P uptake (Fig. 8). Other ALMTs involved in P uptake localize to different cell types, for example *AtALMT3* is expressed in the root epidermis, particularly in root hair cells (Maruyama *et al*., 2019); *LaALMT1* is expressed in the stele of cluster‐rootlet apices (Zhou *et al*., 2020); and *GmALMT5* is expressed along the entire root system (Peng *et al*., 2018). The larger area expressing *HalALMT1*, from which malate is exuded, along with enhanced production of acid phosphatase, specifically in the cortex rather than the epidermis, might allow for an instantaneous burst of the exudation of malate and acid phosphatase. Proteaceae species that have been studied so far only have a suberized endodermis (Lambers *et al*., 2018). Therefore, other Proteaceae species may express similar strategies to access P under P‐limited environments.

**Fig. 8:**
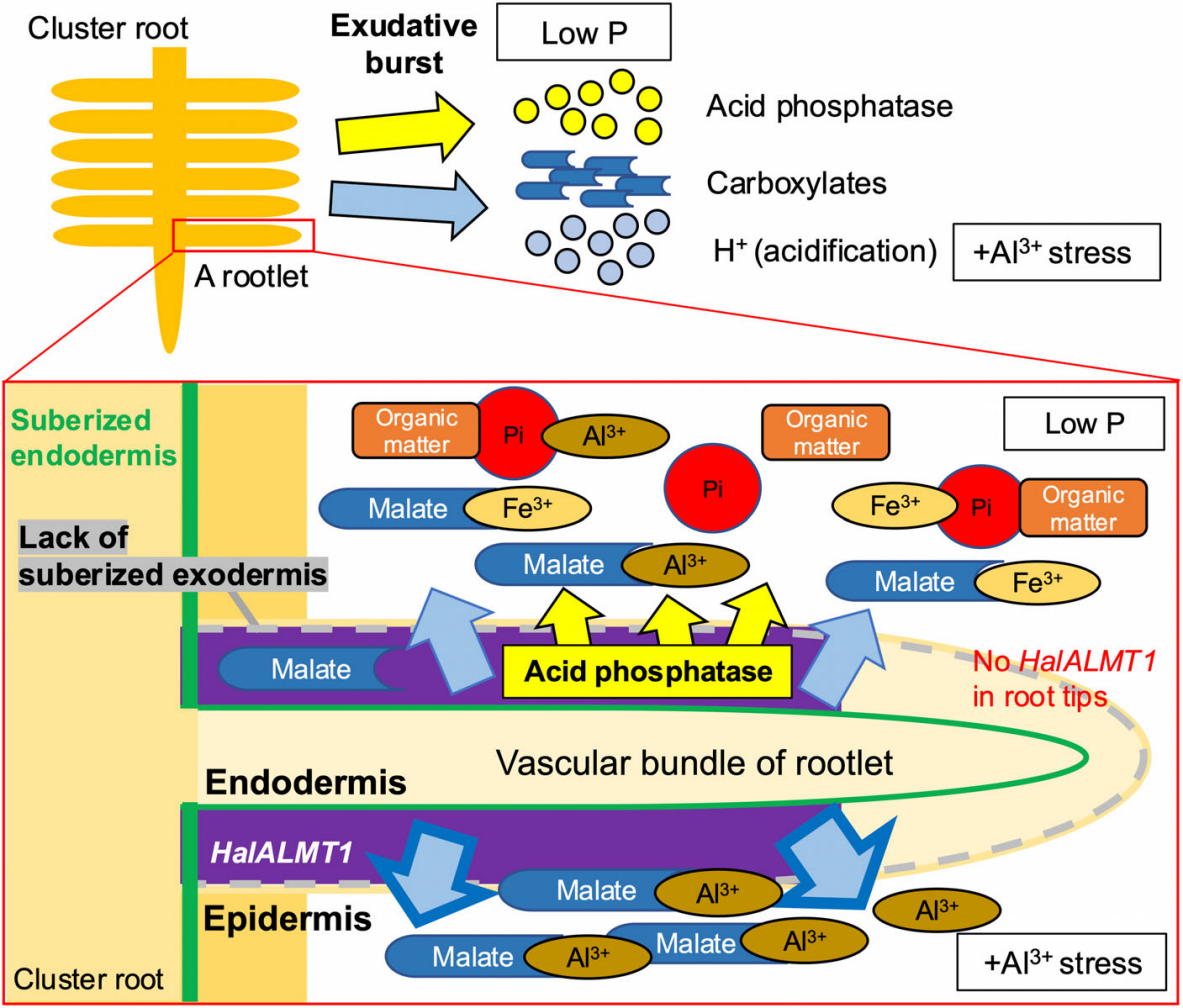
Schematic diagram illustrating the functioning of cluster roots of *Hakea laurina*. *Hakea laurina* exhibits an exudation burst of acid phosphatase and carboxylates (malate and citrate) with H^+^ release under low‐phosphorus (P) availability, which increases the Al^3+^ concentration in the soil. Aluminum‐activated Malate Transporter 1 in *Hakea laurina* (*HalALMT1*) is transcriptionally upregulated in the cortex of mature cluster rootlets, facilitating malate release under low‐P conditions. The activity of acid phosphatase was particularly strong in the apoplast of the cortex. Their malate transport activities were enhanced by exposure to Al^3+^, which may occur in acid soil. *Hakea laurina* only develops a suberized endodermis but it does not develop a suberized exodermis in cluster rootlets, which may facilitate malate exudation and acid phosphatase release from the cortex into the rhizosphere.

### Conclusions

This study highlights one of the adaptations of *H. laurina* (Proteaceae) that enable it to thrive in severely P‐impoverished environments in southwest Australia. For the first time, we investigated the transcriptome of the roots of this highly P‐efficient *Hakea*, shedding light on the molecular mechanisms underlying the functioning of cluster roots, a distinctive root structure, in response to low plant‐available P. We found an up‐regulated transcript in mature cluster roots, HalALMT1, which mediated malate efflux under both low P and Al stress, to be specifically expressed in mature cortex cells of the rootlets (Fig. 8). This unique localization differs from that of previously characterized ALMTs. Our results confirm the absence of a suberized exodermis in *H. laurina* which would prevent exudate movement into the rhizosphere, and reveal high levels of acid phosphatase activity in the cortex. These findings suggest that the cortex, rather than the epidermis, of the cluster rootlets is the primary site where *Hakea* releases a larger quantity of root exudates. These insights into plant adaptations to nutrient‐poor soils may pave the way for strategies that enable crops to maintain growth with less P fertilizer.

## Competing interests

None declared.

## Author contributions

HY and JW designed the study. HY performed the experiments and collected the data. The following coauthors made significant contribution to the experiments: LRB conducted *Arabidopsis* mutant experiment. AT and SN performed RNA‐Seq analysis. TK and HM conducted the hydroponic experiment. WT performed *in situ* hybridization experiments. T, AO and KT carried out CE‐TOF/MS analysis. TW carried out ICP‐MS analysis. TS performed electrophysiological assays. STL organized the fieldwork. HY wrote the manuscript. PMF, HL, TS and JW made significant contributions to the structure of the paper and the writing. All authors contributed critically to the experiments and gave final approval for publication.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Fig. S1** Relative amount of organic anions in root exudates from *Hakea laurina*.
**Fig. S2** Results of differentially expressed genes between tips of cluster‐bearing lateral roots and mature cluster roots formed by *Hakea laurina*.
**Fig. S3** Quantitative polymerase chain reaction of *Hakea laurina Aluminum‐activated Malate Transporter 1* and phylogenetic tree of aluminum‐activated malate transporter family.
**Fig. S4** Intensity of an electric current (*l*) recorded from oocytes expressing or not expressing *Hakea laurina Aluminum‐activated Malate Transporter 1*, with or without malate injection, at an applied voltage of −100 mV.
**Fig. S5** Mean current–voltage curves recorded from oocytes expressing *Hakea laurina Aluminum‐activated Malate Transporter 1*and oocytes injected with water, malate, and citrate.
**Fig. S6** Quantitative polymerase chain reaction of *Hakea laurina Aluminum‐activated Malate Transporter 1* (*HalALMT1*) in roots of Col‐0 (wild‐type) and two transgenics 35Spro‐*HalALMT1* in Col‐0 (OX1 and OX2) of *Arabidopsis thaliana*.
**Fig. S7** Effect of long‐term Al^3+^ treatment on root growth of wild‐type, *atalmt1*, and two transgenics 35Spro‐*HalALMT1* in *atalmt1*(OX1 and OX2) of *Arabidopsis thaliana*.
**Fig. S8** Other observed images of *Hakea laurina Aluminum‐activated Malate Transporter 1* mRNA in cluster rootlets of *H. laurina* using the *in situ* hybridization presented in Fig. 5.
**Methods S1** Four sampling sites for *Hakea laurina* in Fitzgerald River National Park in southwest Australia.
**Methods S2** Extraction of genes differentially expressed between tips of cluster‐bearing lateral roots and mature cluster roots formed by *Hakea laurina*.
**Methods S3** An alignment of homologous transcripts coding for aluminum‐activated malate transporters in *Hakea laurina* to design a prove fragment for *in situ* hybridization.
**Table S1** Primer sequences for quantitative polymerase chain reaction.
**Table S2** Primer sequences for cloning.

**Table S3** Counts per million of differentially expressed genes upregulated in mature cluster roots and tips of cluster‐bearing lateral roots.
**Table S4** Results of gene ontology analysis and Kyoto Encyclopedia of Genes and Genomes pathway analysis using differentially expressed genes upregulated in mature cluster roots and tips of cluster‐bearing lateral roots.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

Sequence data of *HalALMT1* and HalALMT1 promoter can be found in the International Nucleotide Sequence Database (INSD) under the following accession nos.: LC833900 (https://www.ncbi.nlm.nih.gov/nuccore/LC833900) and LC833901 (https://www.ncbi.nlm.nih.gov/nuccore/LC833901). RNA‐Seq data generated in this study have been deposited in the NCBI GEO database with the accession no. GSE279190.

How the deposited data were processed for this re-analysis (not part of the article)

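RNA was extracted from mature cluster roots (MCR) and from tips of cluster-bearing lateral roots (TCR) of H. laurina, with 3 libraries of each. The sample titles and the paper's Table S3 gave the root type of each library, and the tissue label deposited with each library names the other root type. If those labels were right and the titles wrong, every direction given here would be the opposite.

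The estimated counts were made by the authors with Trimmomatic, Trinity and Salmon and deposited without normalization, 1 value per contig and library. Between 14059 and 19037 values per library are not whole numbers. How the authors summed transcripts to contigs is not stated in the paper's text. The CPM values in the authors' deposited table were normalized by the authors across the samples, with 0.01 CPM added, after contigs with a CPM below 0.4 had been removed. The log2 fold changes in that table were computed by the authors as the ratio of the mean CPM of MCR to that of TCR. The p-values and q-values in the authors' deposited table come from edgeR, and the paper's text does not name which of its tests was used or in how many libraries the CPM minimum applied. Methods S2, to which the paper refers for the workflow, was not at hand and may state both. The table holds 7819 annotated contigs, and contigs outside it have no name here.

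From the estimated counts, rounded to whole numbers, the comparison of MCR with TCR was made with edgeR 4.0.16 in R 4.3.3 (TMM normalization, dispersion estimation and quasi-likelihood test with default settings). Library sizes in the fit were the totals over the contigs tested. A contig was called with an adjusted p below 0.05 (Benjamini-Hochberg) and an absolute log2 fold change of 1 or more. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM values of single contigs were taken from the TMM-normalized libraries. The gene classes, the threshold and the definition of an uneven contig were set before the data were examined, except that the first part of Table S3 had been seen. The contigs named are those the paper names in Fig. 3c and in its discussion, and the 5 annotated contigs with the largest log2 fold change in each direction among those past the threshold with a mean CPM of 10 or more and no overlap between root types. Other contigs are named where they were chosen after their values were seen.

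The gene classes were tested with scipy 1.17.1 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6. The background was the contigs called here that the authors' table annotates, since the contigs outside it carry no name. Lists of words for housekeeping, plant-only and photosynthesis genes were written after uneven ribosomal protein contigs had been seen, and leave out ribosomal words.

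Libraries with the same replicate number were checked for pairing. Over 14706 contigs with a mean CPM above 5, the Pearson correlation across contigs of their deviations from the root type means, on log2 CPM with 0.5 added, was 0.336 for TCR1 with MCR1, 0.363 for TCR2 with MCR2 and 0.477 for TCR3 with MCR3. Among pairs with different numbers it was 0.316 for TCR2 with MCR1 and 0.185 for TCR1 with MCR2, and negative for the others. The pairing comes from the numbers in the sample titles alone, and a fit with the replicate number as a block was made beside the fit without it.

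The test was tested on simulated data with 42522 contigs, of which 200 were changed by a log2 fold of 3. It called 153 of these (76.5%) and 5 unchanged contigs. The edgeR exact test called 149 and 6, DESeq2 172 and 122, limma-voom 131 and 5, and the test with the abundance trend as dispersion 156 and 11. In the simulation each contig had the spread typical of its abundance, and the libraries were independent. The contigs of the real libraries keep a spread of their own (prior degrees of freedom 3.31), and TCR3 and MCR3 share contigs. These rates therefore do not carry over to uneven contigs or to others with a spread unlike the trend. The class test called the planted class and no other of 24, and 0 with none planted.

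The alternatives were the removal of only those contigs without a read, a CPM minimum in at least 3 libraries, filterByExpr, RLE size factors, library size alone, the edgeR exact test, DESeq2 1.42.0, limma-voom (limma 3.58.1), the replicate block, no fold-change minimum and each library left out in turn. The 16 alternatives given for single contigs are these without the fold-change minimum and with the abundance trend as dispersion, which was chosen after the values were seen. For the classes, each Arabidopsis gene was also counted once and uneven contigs were left out, and for unevenness the fractions 0.2 and 0.05 were tried. Pathway enrichment with KEGG or GO terms was left out, since it needs term assignments that were not at hand.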

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

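The test with the abundance trend as every contig's dispersion and the tests that divide these contigs by the test over every contig with a read were chosen only after the result was seen.

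Past the threshold, 397 contigs higher in MCR and 505 contigs higher in TCR are outside the authors' deposited table, 902 in all. They stand out because they carry a signal in contigs that the paper does not discuss, and they have no annotation here, so nothing can be said of their function. One explanation is that the authors called them and could not annotate them. With the abundance trend as dispersion 61.6% of them (556) were called, against 92.7% of the 3275 called contigs inside the table, which does not decide for the 902 contigs as a whole. The quasi-likelihood test over every contig with a read, which calls nearly all contigs of the table, called 581 of the 902 and all 3275 inside the table. It called 1426 contigs outside the table in all, against 1400 by which the paper's total exceeds the table, which is consistent with missing annotation for the 581 contigs. The other 321 were not called by it, against 0 of the 3275 inside the table. In the table's contigs the adjusted p of this test exceeded the authors' own by a log10 of 0.253 at most, so a contig that the authors called would be expected to stay under 0.0896. Of the 321, 131 lie above this, which argues against missing annotation for them. The other 190 lie closer to the threshold. No contig of the table exceeded an adjusted p of 0.05052 in this test, and the lowest of the 321 had 0.05059. This argues against missing annotation for the 190 as a group, while for those nearest the threshold it stays open. Why these 321 contigs are called here was not tested. Reads from another organism were not tested on these contigs, since they carry no names. A biological difference between the root types stays open, untested.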

How the results depend on the processing

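The test with the abundance trend as every contig's dispersion and the second criterion on log2 CPM were chosen only after the result was seen.

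The counts of contigs called in each direction depended on the processing, and the counts of uneven contigs, given below, changed more. Higher in MCR, against 1196, there were 4959 with every contig that had a read, 2173 with a CPM minimum of 0.4 in at least 3 libraries, 2393 with filterByExpr, 1969 with the edgeR exact test, 4207 with DESeq2, 10008 with the replicate block, 7374 with the abundance trend, and 208 (without TCR replicate 1) to 3200 (without MCR replicate 3) with single libraries left out. Higher in TCR, against 2981, there were 4583 with the edgeR exact test, 5086 with DESeq2, 7696 with the replicate block, and 327 (without TCR replicate 1) to 4260 (without MCR replicate 3). DESeq2 gave no adjusted p for 16431 contigs. RLE size factors, library size alone, limma-voom and no fold-change minimum left both counts within 1.5 times.

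HalALMT1 kept its direction in all 16 alternatives and was past the threshold in 10, the abundance trend among them. Its log2 fold change was 1.71 with library size alone (adjusted p 0.0714, edgeR's quasi-likelihood test), and ranged from 1.73 (without TCR replicate 2) to 2.56 (without TCR replicate 3) with single libraries left out. Of the 29 contigs that the paper names, 15 (without TCR replicate 1) to 29 (without TCR replicate 3) were past the threshold with single libraries left out, and 27 to 29 under every other alternative.

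The number of gene classes split by direction, 7, became 17 with every contig that had a read, 11 with the CPM minimum in 3 libraries, 11 with filterByExpr, 12 with the edgeR exact test, 13 with DESeq2, 17 with the replicate block, 14 with the abundance trend, and 1 (without TCR replicate 1) to 14 (without MCR replicate 3). The log2 odds ratio sets the split of a class against that of the other called contigs, so its sign can change where the split of the class does not. The class ribosomal protein had a log2 odds ratio of 0.86 with every contig that had a read, 0.87 with the replicate block, 0.76 with the abundance trend and 0.0725 without MCR replicate 3, against -5.91. With single libraries left out it ranged from -5.96 (without TCR replicate 3) to 0.0725. The class MATE efflux family had -1.63 with every contig that had a read, -1.61 with the replicate block and -1.86 with the abundance trend, against 0.41, with 5 contigs higher in MCR and 14 in TCR in these 3 and 4 and 10 before, so the other contigs moved more than the class. Short of the threshold, it had -0.00472 with the edgeR exact test, -0.64 with DESeq2 and -0.65 (without MCR replicate 3) to 1.54 (without TCR replicate 1). The others stayed short of the threshold where the sign changed. The class nucleocytoplasmic transport had 0.56 with every contig that had a read, 0.58 with the replicate block, 0.72 with the abundance trend and -1.11 (without MCR replicate 1) to 2.38 (without TCR replicate 1), against -1.04. The class 4-coumarate ligase had -0.22, -0.20 and -0.46 under the same 3 alternatives, against 1.63, with 1 contig in each direction throughout, so the class itself did not change. The class cinnamoyl-CoA reductase had -0.71, -1.43 and -0.94 under them, -0.47 with DESeq2, -0.64 with each Arabidopsis gene counted once and -0.69 (without MCR replicate 3) to 2.60 (without MCR replicate 1), against 0.41. The class nitrogen assimilation had -1.02 with RLE size factors, -0.38 with library size alone and -0.63 (without MCR replicate 2) to 2.75 (without MCR replicate 3), against 0.89, and the class aluminum-activated malate transporter had -0.38 with library size alone and -1.05 (without MCR replicate 3) to 3.32 (without TCR replicate 3), against 0.89. The class cellulose synthase had 0.00182 with the replicate block, against -1.18. With single libraries left out, the class fatty acid and branched-chain amino acid degradation had -0.58 (without MCR replicate 1) to 3.82 (without MCR replicate 3), and the class aminoacyl-tRNA synthetase -2.66 (without TCR replicate 3) to 0.22 (without MCR replicate 2). The TCA cycle class has no value without TCR replicate 1 or 2, where no contig of it was called.

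Uneven contigs among those higher in MCR, 31, became 3443 with every contig that had a read, 241 with the edgeR exact test, 978 with DESeq2, 0 with limma-voom, 7100 with the replicate block, 5822 with the abundance trend, 92 at a fraction of 0.2, 11 at 0.05 and 0 without any TCR replicate. Among those higher in TCR, 10 became 142 with every contig that had a read, 5 with RLE size factors, 48 with the edgeR exact test, 31 with DESeq2, 1 with limma-voom, 282 with the replicate block, 216 with the abundance trend, 51 at a fraction of 0.2, 5 at 0.05, and 0 (without MCR replicate 1) to 9 (without MCR replicate 3). Unevenness needs 3 libraries, so it has no value for the root type that lost one.

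The second criterion was met by 831 contigs on log2 CPM, against 371. Of the values for named contigs other than HalALMT1 under the alternatives, 561 kept their side of the threshold and 47 lost it, 16 of these without TCR replicate 1 and 15 without TCR replicate 2, and none changed direction. Of the values for classes, 331 kept their direction and side, 55 gained the threshold, 17 lost it and 35 changed the sign of the log2 odds ratio, 28 of these without passing the threshold in either fit. The replicate block changed no call beyond those given here and at the claims. The prior degrees of freedom of the contigs' spread were 3.31, and infinite with every contig that had a read. With 2 libraries in 1 root type fewer samples are tested. Apart from that, the cause was not tested. The alternative that keeps only contigs with an identity of 50% or more to their match was not run, since identities were at hand for the first part of Table S3 only. At 3 libraries per root type the depth leaves contigs with a few counts in 1 library untold from contigs without expression.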

Differences from the paper's values

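All settings in this part were set before the data were examined, except the abundance trend and the count of names with a hyphen between cellulose and synthase, where it is said.

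The paper gives 9219 differentially expressed contigs in both directions, and 4177 were called here. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's with every contig that had a read (9240), the edgeR exact test (6552), DESeq2 (9293) and without MCR replicate 3 (7460). It was not with the CPM minimum in at least 3 libraries (5685), filterByExpr (5985), RLE size factors (3988), library size alone (5467), limma-voom (4147), the replicate block (17704), no fold-change minimum (4179), or without TCR replicate 1 (535), TCR replicate 2 (651), TCR replicate 3 (3574), MCR replicate 1 (2593) or MCR replicate 2 (2426). The abundance trend, chosen after the values were seen, gave 11254 and called 7121 of the 7819 contigs in the authors' deposited table, which drops the rest.

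The paper gives 4210 annotated contigs higher in MCR, and 1196 with and without annotation were called here, so the paper's group is the narrower one. Within 1.5 times were every contig that had a read (4959), DESeq2 (4207) and without MCR replicate 3 (3200). Outside were the CPM minimum in at least 3 libraries (2173), filterByExpr (2393), RLE size factors (1589), library size alone (1085), the edgeR exact test (1969), limma-voom (1048), the replicate block (10008), no fold-change minimum (1198), and without TCR replicate 1 (208), TCR replicate 2 (254), TCR replicate 3 (920), MCR replicate 1 (1030) or MCR replicate 2 (1027). Of the paper's contigs higher in MCR, 799 were called here, and 4209 with every contig that had a read.

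The paper gives 10 cellulose synthase contigs higher in TCR, and 6 were called here with such names counted, a count chosen after the values were seen. The number was 10 with every contig that had a read and with the replicate block, 9 with library size alone and with the edgeR exact test, 8 with DESeq2 and without MCR replicate 3, and 7 with the CPM minimum in at least 3 libraries and with filterByExpr, all within 1.5 times. It was outside with RLE size factors (5), limma-voom (6), no fold-change minimum (6), and without TCR replicate 1 (1), TCR replicate 2 (2), TCR replicate 3 (4), MCR replicate 1 (3) or MCR replicate 2 (4). The abundance trend gave 9.

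The paper states that the lignin enzymes it names were higher in TCR and not in MCR. Here 1 contig each of 4-coumarate ligase, cinnamoyl-CoA reductase and cinnamyl alcohol dehydrogenase was called higher in MCR, and the authors' deposited table lists 1, 2 and 6 there. The paper names cellulose synthase in the sentence before, and whether the statement extends to it is not clear. Of cellulose synthase 0 contigs were called higher in MCR with edgeR's quasi-likelihood test, 4 at an unadjusted p below 0.05, 1 with DESeq2 and 0 with limma-voom, and the authors' deposited table lists 7 there. The cinnamyl alcohol dehydrogenase contig that this table lists higher in TCR, TRINITY_DN7169_c0_g1, had a log2 fold change of -5.25 and an adjusted p of 0.138 in edgeR's quasi-likelihood test, and 1 such contig was called higher in TCR with DESeq2, with every contig that had a read, with the replicate block, without TCR replicate 3 and with the abundance trend, which was chosen after the values were seen.

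The paper ranks nitrogen metabolism first among the pathways enriched in MCR. The nitrogen assimilation class, made from words and not from KEGG terms, had 1 contig higher in MCR and 2 higher in TCR. It was past the threshold toward MCR with every contig that had a read, DESeq2, the replicate block, without MCR replicate 3, and with the abundance trend, which was chosen after the values were seen.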

Other observations

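The tests of library depth, of sequence variants in contigs other than ribosomal ones, of the abundance trend, of low-count contigs in the fit and of a source shared by TCR3 and MCR3 were chosen only after the result was seen, and the test of sequence variants was limited to ribosomal protein contigs after its value was seen.

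Most contigs that the authors' deposited table lists as higher in MCR are uneven among the 3 MCR libraries. The library totals argue against lower depth, since MCR3, where most of them are lowest, has 1.19 times the mean total of MCR1 and MCR2. Sequence variants between plants, so that a plant's own gene maps to another contig, stay open. The median ratio of the mean CPM of TCR1 and TCR2 to that of MCR1 and MCR2 was 0.0209 for the uneven ribosomal protein contigs and 0.0193 for the other uneven contigs, but these contigs were listed because they are higher in MCR, which keeps the ratio low whatever the source. Reads from another organism in some libraries are a candidate explanation. Among contigs higher in MCR in that table, 87 of 96 with words of housekeeping genes were uneven, against 63 of 100 with words of plant-only genes (odds ratio 5.44, two-sided Fisher's exact test p = 4.00e-06). The tissue also expresses such genes, as 81 housekeeping and 168 plant-only contigs of the table are higher in TCR. The uneven ribosomal protein contigs summed to 46.9, 76.7 and 6.44 CPM in TCR1, TCR2 and TCR3, against 888, 1846 and 7.86 CPM in MCR1, MCR2 and MCR3. A photosynthetic organism stays open, as photosynthesis words were found in 0.130% of the uneven contigs (4 contigs) and 0.0875% of the others, too few to decide. Abundant uneven contigs include plant-type genes such as TRINITY_DN494_c0_g1 (terpene synthase) and TRINITY_DN4840_c0_g2 (XTH26), chosen after their values were seen, so another organism would not account for all of them. The word lists and the pattern come from the same data. A biological difference between MCR libraries, such as their stage, stays open and was not tested. In the first part of Table S3, the only part at hand, the median identity to the Arabidopsis match was 32.8% over 744 uneven contigs higher in MCR and 59.7% over 193 others, which was not tested.

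The authors' deposited table lists more contigs than the quasi-likelihood test calls. With the abundance trend as every contig's dispersion, 3052 of its uneven contigs higher in MCR were called, against 22. With every contig that had a read in the fit, the same quasi-likelihood test called 7814 of the 7819 contigs, and its log10 p correlated with that of the table at 0.999988 across contigs, with a median absolute difference of 0.00997. In that fit the prior degrees of freedom were infinite, so that no contig kept a spread of its own. These values are consistent with low-count contigs entering the authors' fit, a hypothesis found on the same data, since the paper states that such contigs were removed.

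Libraries with the same replicate number shared contigs. Across the contigs tested, MCR3 was closer to TCR3 (Spearman correlation 0.871) than to MCR1 (0.626) or MCR2 (0.515). MCR3 was also closer to TCR1 (0.732) and TCR2 (0.729) than to MCR1 or MCR2. TCR1 and TCR2 were each closer to MCR3 than to the MCR library of their own number (0.642 and 0.517), which does not follow the numbers. Among the TCR libraries, MCR2 was closest to TCR2, and so was MCR1 (0.666). A difference carried by the number in every pair stays open. By contigs detected in 1 pair alone, the same-numbered pair with the fewest had 94, against 171 in TCR3 and MCR2. By deviations from the root type means, each same-numbered pair correlated more than any other pair, though TCR1 with MCR1 (0.336) hardly more than TCR2 with MCR1 (0.316). With 3 libraries per root type these deviations sum to 0, so a difference in TCR3 and MCR3 alone would also make the other libraries correlate. A source shared by TCR3 and MCR3 only may account for the pattern, since 927 contigs were detected in these libraries alone. Whether it is a plant, a harvest or a library preparation cannot be read from the labels.

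For the contigs higher in MCR, the contigs higher in TCR, the contigs that the paper names and the gene classes, 1 of 10 splits of the 6 libraries into 3 and 3 gave a result as large, the real one. With 10 splits this count could not exclude chance whatever the result. The other 9 splits called 0 contigs in edgeR's quasi-likelihood test, the only test run on them. At an unadjusted p below 0.05 with an absolute log2 fold change of 1 or more, the real split had 12325 contigs and the others between 140 and 9825. The split with 9825 sets TCR1, TCR3 and MCR3 against TCR2, MCR1 and MCR2. Of the splits that part all 3 same-numbered pairs, the 3 others called 0.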
